# Neuronal SLC39A8 deficiency impairs cerebellar development by altering manganese homeostasis

**DOI:** 10.1172/jci.insight.168440

**Published:** 2024-10-22

**Authors:** Eun-Kyung Choi, Luisa Aring, Yujie Peng, Adele B. Correia, Andrew P. Lieberman, Shigeki Iwase, Young Ah Seo

**Keywords:** Genetics, Neuroscience, Genetic diseases, Mouse models, Neurodevelopment

## Abstract

Solute carrier family 39, member 8 (SLC39A8), is a transmembrane transporter that mediates the cellular uptake of zinc, iron, and manganese (Mn). Human genetic studies document the involvement of SLC39A8 in Mn homeostasis, brain development, and function. However, the role and pathophysiological mechanisms of SLC39A8 in the central nervous system remain elusive. We generated *Slc39a8* neuron-specific knockout (*Slc39a8*-NSKO) mice to study SLC39A8 function in neurons. The *Slc39a8*-NSKO mice displayed markedly decreased Mn levels in the whole brain and brain regions, especially the cerebellum. Radiotracer studies using ^54^Mn revealed that *Slc39a8*-NSKO mice had impaired brain uptake of Mn. *Slc39a8*-NSKO cerebellums exhibited morphological defects and abnormal dendritic arborization of Purkinje cells. Reduced neurogenesis and increased apoptotic cell death occurred in the cerebellar external granular layer of *Slc39a8*-NSKO mice. Brain Mn deficiency in *Slc39a8*-NSKO mice was associated with motor dysfunction. Unbiased RNA-Seq analysis revealed downregulation of key pathways relevant to neurodevelopment and synaptic plasticity, including cAMP signaling pathway genes. We further demonstrated that Slc39a8 was required for the optimal transcriptional response to the cAMP-mediated signaling pathway. In summary, our study highlighted the essential roles of SLC39A8 in brain Mn uptake and cerebellum development and functions.

## Abstract 2

Our studies establish the essential roles of SLC39A8 in brain manganese homeostasis and cerebellum development and functions.

## Introduction

Acquired through the diet, manganese (Mn) is an essential nutrient required for normal growth and physiological processes, including brain development and function (1). The essential roles of Mn in these processes include its participation as a cofactor for various enzymatic processes, such as the conversion of glutamate to glutamine in the brain via glutamine synthetase (2) and protection against free radicals via Mn superoxide dismutase (3). Brain Mn levels increase after birth, and young rats show the greatest Mn incorporation into the brain (4), implying a vital role of this nutrient in neurodevelopment. Given the narrow range between essential and toxic doses of Mn, both low and high levels of Mn have been associated with adverse effects on children’s neurodevelopment (5–7). Mn deficiency can be a risk factor for epilepsy in both humans and rats (8), whereas Mn toxicity has been reported in occupational settings where miners, welders, and dry manufacturers are exposed to chronic inhalation of high concentrations of respirable airborne Mn (9, 10). Exposure to high levels of Mn can result in Mn accumulation in the brain and result in a parkinsonian-like disorder known as manganism (11).

Recent genetic studies have revealed essential roles for solute carrier family 39, member 8 (SLC39A8), in Mn homeostasis and brain development and function. SLC39A8, also known as ZIP8, is a transmembrane transporter that can mediate the cellular uptake of zinc (12), iron (13), and Mn (14, 15). *SLC39A8* loss-of-function mutations have been identified in patients with inappropriately low blood levels of Mn, but their levels of other metals, including zinc, iron, and cadmium, were normal (16–18). Notably, these patients displayed severe neurological symptoms characterized by intellectual disabilities, developmental delay, cerebellar atrophy, growth abnormalities, and seizures (16–18).

An in vitro study by this research group has shown that SLC39A8 is a cell surface transporter that stimulates ^54^Mn incorporation into cells. The disease-associated mutations completely abrogate the cellular uptake of ^54^Mn (19), thereby providing a causal link between *SLC39A8* deficiency and Mn deficiency. A study of hepatocyte-specific *Slc39a8*-knockout (KO) mice showed that SLC39A8 localizes to the apical membrane of hepatocytes, where it likely functions to reclaim Mn from the bile, suggesting a role for this transporter in hepatic Mn homeostasis (20). In addition to disruptive *SLC39A8* mutations, a common genetic variant in *SLC39A8* (p.Ala391Thr) is associated with multiple phenotypic traits and disease risks, including reduced blood Mn (21), neurological outcomes (including childhood neurodevelopment and behavioral problems) (22), lower fgeneral cognitive function (23), greater risks for schizophrenia (24–26), greater gray matter volume in multiple brain regions (27), and notably, a protective effect against Parkinson’s disease (26). Interestingly, the lead variant has an 8% minor allele frequency in people of European ancestry (28) and has been reported to encode a protein with reduced function (29). Despite this clinical relevance, the lack of knowledge regarding the role and pathophysiological mechanisms of SLC39A8 in the CNS has hindered therapeutic progress.

Brain function and disorders associated with mutations in genes encoding metal ion transporters can be readily assessed in mice because of the evolutionary conservation of the metal homeostasis machinery and the genetic nature of the associated diseases. For example, loss-of-function mutations in *SLC30A10* have been reported in patients with elevated blood Mn levels, Mn accumulation in the liver and brain, and parkinsonism (30–32). *Slc30a10*-deficient mice recapitulate these human phenotypes, including the Mn accumulation in the brain (33, 34). Similarly, loss-of-function mutations in *SLC39A14* have been reported in patients with high blood levels of Mn and accumulation of Mn in the brain (but not in the liver) and with juvenile-onset dystonia-parkinsonism (35), and *Slc39a14*-deficient mice again model these human phenotypes (36, 37). Both SLC30A10 and SLC39A14 are required for Mn homeostasis and, therefore, provide models for understanding the consequences of Mn accumulation in the brain. However, no animal model has yet been reported for exploring Mn deficiency in the CNS, thereby hindering the understanding of Mn regulation in the brain and the development of potential therapies. We have generated *Slc39a8* neuron-specific knockout (*Slc39a8*-NSKO) mice to test the hypothesis that SLC39A8 may affect brain development and function by altering Mn homeostasis, to determine what role *SLC39A8* deficiency plays in the brain and to explore the underlying cellular and molecular mechanisms.

## Results

### Neuronal Slc39a8 deletion leads to reduced Mn levels in the brain.

To identify the role of SLC39A8 in neurons, we generated *Slc39a8-*NSKO mice by crossing *Slc39a8-flox* (*Slc39a8^fl/fl^*) mice with *Synapsin I-Cre* mice (Figure 1A). The quantitative PCR (qPCR) analysis verified lower *Slc39a8* mRNA levels in the brains of *Slc39a8-*NSKO and *Slc39a8* neuron-specific heterozygous (NSHet) mice (–44.5%, *P* < 0.001 and –33.3%, *P* < 0.05, respectively) than in control *Slc39a8^fl/fl^* mice but normal *Slc39a8* expression in other tissues, including liver, heart, and kidney (Figure 1B). The *Slc39a8-*NSKO mice were born at expected Mendelian ratios and exhibited grossly normal appearance and body weight (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168440DS1), indicating that neuron-specific deletion of *Slc39a8* did not lead to lethality. We also compared the brain weights of *Slc39a8-*NSKO mice with those of the control mice and observed no substantial differences (Supplemental Figure 1B).

To examine whether the loss of *Slc39a8* in neurons alters metal homeostasis, we used inductively coupled plasma mass spectroscopy (ICP-MS) to measure the concentrations of metals in the whole brain and brain regions from *Slc39a8-*NSKO and control mice. The Mn concentrations were lower in the whole brain of *Slc39a8-*NSKO mice than in the controls (–23.1%, *P* < 0.001) (Supplemental Figure 2A). To further determine whether the regulation of Mn by neuron-specific *Slc39a8* was sex specific, we measured Mn levels in the same tissues of male and female mice. We observed reduced Mn levels in both female (–21.6%, *P* < 0.05) and male (–24.5, *P* < 0.01) *Slc39a8-*NSKO whole brains (Supplemental Figure 2A). We also found that although SLC39A8 can mediate the cellular uptake of zinc (12) and iron (13), the concentrations of these metals did not show any differences (Supplemental Figure 2, B and C). Furthermore, concentrations of Mn and other metals in the liver and whole blood did not differ between the 2 groups (Supplemental Figure 2, D–I).

We next determined whether *Slc39a8*-NSKO brains show region-specific reductions in Mn levels by quantifying the distribution of metals in different brain regions. The Mn concentrations were specifically reduced in the cerebellum (–17.9%, *P* < 0.001) of both female (–15.1%, *P* < 0.01) and male (–19.3%, *P* < 0.05) *Slc39a8*-NSKO mice (Figure 1, C–H). The zinc concentration in the female *Slc39a8*-NSKO hippocampus was reduced (–8.7%, *P* < 0.05; Supplemental Figure 3); however, the overall concentrations of zinc and iron in the brain regions did not differ between the 2 groups (Supplemental Figure 3). Taken together, our *Slc39a8*-NSKO mouse model results indicate that neuron-specific deletion of *Slc39a8* leads to brain Mn deficiency, especially in the cerebellum, with little impact on other metal levels.

### Slc39a8-NSKO mice display impaired brain uptake of ^54^Mn.

The lower Mn concentrations in the whole brain and brain regions of the *Slc39a8-*NSKO mice (Figure 1 and Supplemental Figure 2) suggested that *Slc39a8*-NSKO mice might have a defect in brain Mn uptake. We tested this possibility by measuring radioactivity in the brain regions of control and *Slc39a8*-NSKO mice at 1 hour after intravenous injection of ^54^Mn. The 1-hour time point was chosen based on previous studies of brain uptake of Mn in mice (38, 39). We observed that brain ^54^Mn levels were substantially reduced in the hippocampus (–22%, *P* < 0.05) and cerebellum (–35%, *P* < 0.001) in the *Slc39a8-*NSKO mice compared with control mice (Figure 2). Notably, the amount of ^54^Mn in the cerebellum was reduced in both female (–21.2%, *P* < 0.01) and male (–11.1%, *P* < 0.05) *Slc39a8-*NSKO mice compared with control mice (Figure 2).

Animals acquire Mn primarily through diet under normal conditions. We also measured radioactivity in the brain regions of control and *Slc39a8*-NSKO mice 1 hour after intragastric gavage of ^54^Mn. The amount of ^54^Mn in the cerebellum was reduced by 35.4% (*P* < 0.01) in *Slc39a8-*NSKO mice compared with control mice (Supplemental Figure 4, A–F). The amount of ^54^Mn in the blood was similar between control and *Slc39a8-*NSKO mice 1 hour after administration of ^54^Mn via intravenous injection or intragastric gavage (Supplemental Figure 4, G and H). The total amount of ^54^Mn was also measured similarly between control and *Slc39a8*-NSKO mice, verifying uniform exposure conditions (Supplemental Figure 4, I and J). The residual ^54^Mn levels observed in the *Slc39a8*-NSKO cerebellum suggest an alternative entry route for Mn into neurons. To address this, we examined the expression of other metal ion transporters that might compensate for Mn uptake. Notably, the cerebellum of *Slc39a8*-NSKO male mice exhibited an upregulation in *Slc39a14*/ZIP14 transcript levels, although this difference did not reach statistical significance (Supplemental Figure 5, *P* = 0.0649).

No substantial changes were observed in other tested metal ion transporters, including *Slc30a10/ZnT10*, *Slc11a2/DMT1* (divalent metal transporter 1), and *Slc40a1/FPN* (ferroportin-1) transcript levels (Supplemental Figure 5). These findings suggest that Slc39a14 may compensate for the loss of SLC39A8 expression. Overall, these data indicate that neuronal *Slc39a8* deficiency impairs brain ^54^Mn uptake.

### Cerebellar morphological defects in Slc39a8-NSKO mice.

We next sought to determine whether the loss of *Slc39a8* in neurons leads to alterations in overall brain architecture. The appearance of the brain of *Slc39a8*-NSKO mice revealed no gross abnormalities. However, systematic histological analysis revealed a striking difference in the foliation and fissuration of the cerebellum in *Slc39a8*-NSKO mice at P28 (Figure 3A). In control mice, the intercrural fissure normally separates lobules VI and VII, but this fissure was absent in the *Slc39a8*-NSKO cerebellum (Figure 3A, indicated by red arrows and red outlines). The observed cerebellar morphological defects were indeed present in multiple *Slc39a8*-NSKO mice at P28, albeit with incomplete penetrance (Supplemental Figure 6). These results suggest a critical role for *Slc39a8* in cerebellar development.

We also examined the morphological abnormalities in the cerebellum of *Slc39a8*-NSKO mice by staining the Purkinje cells (PCs) with an anti–calbindin D antibody, a specific marker for this cell type, at P8 (Supplemental Figure 7A) and P14 (Figure 3B). The cerebellar cortex in the control and *Slc39a8*-NSKO mice displayed the same orderly, 4-layered structural organization of the EGL, ML, PCL, and IGL (40) (Supplemental Figure 7A and Figure 3B). However, the numbers of PCs were noticeably reduced in *Slc39a8*-NSKO mice at both P8 and P14, with lobules IV and VII exhibiting the most significant reductions (Supplemental Figure 7B and Figure 3C). These results indicate that abnormal cerebellar histogenesis occurs during early postnatal development in *Slc39a8*-NSKO mice.

### Reduced neurogenesis and accelerated apoptosis in the EGL in Slc39a8-NSKO cerebellum.

The mouse cerebrum reaches near maturity at birth, whereas the cerebellum continues to grow postnatally (41, 42). During postnatal development, the granule cell precursors (GCPs) proliferate, differentiate into mature granule cells, and migrate to form the IGL (41). Recognizing that cerebellar morphogenesis largely depends on GCP proliferation (41), we sought to determine whether the morphological defects in the *Slc39a8*-NSKO cerebellum can be explained mechanistically through decreased cell proliferation or increased apoptosis. We performed a BrdU staining to examine whether GCPs are altered in the developing cerebellum of *Slc39a8*-NSKO mice at P14. We observed a reduction in the number of BrdU-positive cells in *Slc39a8*-NSKO mice compared with controls (Figure 3, D and E). We then performed a terminal deoxynucleotidyl transferase–mediated dUTP nick end labeling (TUNEL) assay to examine whether neuronal cell death is altered in the developing cerebellum of *Slc39a8*-NSKO mice at P14. The number of TUNEL-positive cells was higher in the EGL of *Slc39a8*-NSKO mice than in the controls (Figure 3, F and G). These results indicate that deletion of *Slc39a8* in neurons impairs neurogenesis and accelerates apoptotic cell death in the EGL of the cerebellum, suggesting an association with the defects in cerebellar morphogenesis of *Slc39a8*-NSKO cerebellum.

### Loss of Slc39a8 in neurons results in defects in dendritic arborization and spine morphology in PCs.

Abnormal dendritic arborization and spine morphology have been suggested as a cellular basis of neurodevelopmental disorders (43). The role of *Slc39a8* in dendritic growth and spine morphogenesis is not known. Thus, we sought to determine whether dendritic growth in the cerebellum is affected by *Slc39a8* deficiency. Cerebellum impregnated by Golgi staining clearly exhibited a severe reduction in the extent of the spiny dendritic arborization of individual *Slc39a8*-NSKO PCs compared with controls (Figure 4A). Many dendritic spines on the *Slc39a8*-NSKO neurons were remarkably thinner than those of control neurons and lacked the mature mushroom-like morphology (Figure 4A). Golgi staining followed by Sholl analysis showed a shorter total dendritic length in *Slc39a8*-NSKO mice than in the controls (–11.3%, *P* < 0.01, Figure 4B). The *Slc39a8*-NSKO mice also exhibited lower spine density (–25.9%, *P* < 0.01, Figure 4C). Moreover, the reduced spine density in the *Slc39a8*-NSKO mice was evident from the proximal to distal segments of dendritic branches (Figure 4D). These results suggest that developmental defects in the PCs of *Slc39a8*-NSKO mice affect the fine structure of dendritic arborization.

### Slc39a8-NSKO mice exhibit impaired motor coordination.

The morphological defects observed in the *Slc39a8*-NSKO cerebellum prompted us to investigate the impact on cerebellar motor function. To assess motor function comprehensively, we applied 4 behavioral tests: the hind limb clasping test, the rotarod test, the balance beam test, and the open field test. The hind limb clasping test measures the occurrence of limb clasping during tail suspension, serving as a functional test for corticospinal deficits (44). Reduced hind limb reflexes were observed in *Slc39a8*-NSKO mice compared with controls (Figure 5, A and B, *P* < 0.001). This indicates a potential deficit in corticospinal function. Next, we evaluated motor coordination using the rotarod test. In this test, mice were placed on a rotating rod with gradually accelerating speed, and the time they stayed on the rod before falling off (retention time) was used as an indicator of overall motor coordination (45). *Slc39a8*-NSKO mice exhibited a shorter latency on the rod compared with controls (Figure 5C, *P* < 0.001), suggesting impaired motor coordination. The balance beam test assesses fine motor skills and balance by requiring mice to walk across an elevated narrow beam to reach a safe platform (46). The overall performance on the balance beam was reduced in *Slc39a8*-NSKO mice, though this difference did not reach statistical significance (Figure 5D, *P* = 0.0794). However, when the data were analyzed by sex, the female *Slc39a8*-NSKO mice showed a significant reduction in the ability to traverse the balance beam (Figure 5D, *P* < 0.05). This highlights a sex-dependent effect on fine motor skills and balance. The open-field assay involved placing the mice in a chamber equipped with sensors to monitor their movement for 30 minutes (47). The overall distance traveled and center zone duration (%) were similar between the genotypes across sexes (Figure 5, E and F). Notably, *Slc39a8*-NSKO mice exhibited a longer duration (%) in the intermediate zone (Figure 5G, *P* < 0.01) and the outer zone (Figure 5H, *P* < 0.05), with a more pronounced effect in male *Slc39a8*-NSKO mice (Figure 5, G and H). These results suggest altered exploratory behavior and anxiety-like behavior, particularly in males. In summary, our integrated analysis of the neurobehavioral tests reveals that *Slc39a8*-NSKO mice exhibit a range of motor function deficits, including impaired corticospinal function, motor coordination, and fine motor skills. Additionally, there are sex-dependent sensitivities, with female mice showing significant impairments in balance and male mice exhibiting altered anxiety-like behavior. These findings collectively underscore the broad and sex-biased impact of *Slc39a8* deficiency on motor function and behavior.

### Slc39a8-NSKO cerebellum shows altered transcriptome profiles.

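RNA was prepared from the cerebellum of 3 control and 3 *Slc39a8*-NSKO male mice that were 4 weeks old. In *Slc39a8*-NSKO mice, Cre recombinase driven by the synapsin promoter removes the floxed *Slc39a8* alleles in neurons, and the paper names *Slc39a8* fl/fl mice as controls of this cross, while the deposited sample labels call the control samples WT. The authors made cDNA from it with oligo-dT, sequenced it as paired-end Illumina reads, and aligned these to an Ensembl mouse reference with STAR. The authors deposited an estimated read count for each gene and mouse, without normalization for library size or gene length. The estimate was not a whole number in at least 1 mouse for 5319 of the 53715 genes, as happens when reads that fit several genes are divided between them. The counts on genes summed to 20844267, 14431260, and 15555933 in control mice 1 to 3 and to 20030339, 19441352, and 18779182 in *Slc39a8*-NSKO mice 1 to 3. The median was 15555933 in control and 19441352 in *Slc39a8*-NSKO mice. The counts of any 2 mice differed by more than the sampling noise, with a chi-square per degree of freedom between 4.01 and 9.63 over all pairs of mice, so that none was a repeated sequencing of the library of another. This does not tell separate mice from separate libraries of 1 mouse, and the 6 were treated as 6 mice because the methods state 3 mice for each genotype. The 92 spike-in sequences in the table held at most 5 counts in a mouse and were left out. For the analysis here, the counts were rounded to whole numbers and normalized by edgeR's TMM method, and CPM values refer to these normalized library sizes. The 16330 genes kept by edgeR's filter on low counts were tested with the quasi-likelihood test and Benjamini-Hochberg adjustment. Single genes were also compared by an exact two-sided permutation test of log2 CPM, which cannot give a p below 0.1 for 3 mice against 3. The choice of the test and of the filter changed the number of genes past the threshold more than the choice of the normalization did. Gene positions are those of the GENCODE annotation of GRCm38, and the paper's text does not name the program that counted the reads or say whether it used the strand.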

To interrogate the molecular mechanisms contributing to impaired cerebellar development, we determined the impact of *Slc39a8* neuronal deficiency on the cerebellum transcriptome. We focused on the cerebellum because *Slc39a8*-NSKO cerebellum showed a pronounced reduction in Mn levels (Figure 1), impaired brain Mn uptake (Figure 2), abnormal development (Figure 3), and defects in spine morphogenesis (Figure 4). We used male mice to include Y-linked genes along with all other chromosomes. 

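The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d*, and *Uty* were counted in all 6 mice. *Ddx3y*, on the Y chromosome from 1260771 to 1286629, had between 941 and 1542 counts in a mouse, with a mean of 71.3 ± 5.09 CPM (SD, n = 3) in control and 68.1 ± 4.03 CPM (SD, n = 3) in *Slc39a8*-NSKO mice. *Uty* had the lowest counts of these genes, between 291 and 381 in a mouse. The log2 fold changes of the 4 genes between the genotypes lay between −0.10 and −0.02, and none passed the threshold (adjusted p between 0.994 and 0.997 from edgeR's quasi-likelihood test). *Usp9y* and *Zfy1* were listed at 0 counts in each of the 6 mice, which allows up to 3 counts in a mouse. *Xist*, the RNA that silences an X chromosome in females, had between 0 and 13 counts in a mouse, and *Tsix*, which overlaps it on the other strand and with which the counting can have divided reads, had between 1 and 2.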

A principal component analysis (PCA) plot showed that the 3 replicates clustered together and were segregated into 2 genotype groups, indicating that *Slc39a8* neuronal deficiency triggered transcriptomic alterations (Figure 6A). 

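PC1 held 38.6% and PC2 24.1% of the variance of the 500 genes that varied most after DESeq2's variance stabilizing transformation. The PC1 scores of control mice 1 to 3 were −1.30, 4.64, and 1.85, and those of *Slc39a8*-NSKO mice 1 to 3 were −3.53, −0.75, and −0.92. The scores of the genotypes therefore overlapped on PC1 alone (exact two-sided permutation test, p = 0.3). On PC2 the scores were 3.99, 0.78, and −0.90 in control and −0.05, −2.50, and −1.31 in *Slc39a8*-NSKO mice, and these overlapped too (exact two-sided permutation test, p = 0.2). In the plane of both components, a straight line parted the genotypes, as it did for 3 of the 10 ways to split the 6 mice into groups of 3, the real one included. The distance between mice in this plane averaged 5.36 between the genotypes and 3.94 within them (exact one-sided permutation test of the difference, p = 0.1, the smallest that 10 splits allow). Within the genotypes it averaged 2.60 among *Slc39a8*-NSKO mice and 5.28 among control mice, which was close to the distance between the genotypes. PC1 also followed the number of counts per mouse, with a Pearson's r of −0.918 over the 6 mice (permutation p = 0.0111, adjusted p = 0.0222 over the 2 components) and a Spearman's rho of −0.886 (permutation p = 0.0333, adjusted p = 0.0666). Without control mice 2 and 3, whose totals lay farthest from the median, r was −0.336, so that the relation rests on those mice. Of the other ways to compute the components from all 6 mice, log2 CPM moved the share of PC1 most, to 29.5%. With DESeq2's rlog transformation the PC1 scores of the genotypes did not overlap (exact two-sided permutation test, p = 0.1), and with all 16330 genes the PC2 scores did not (exact two-sided permutation test, p = 0.1).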

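*Slc39a8* (ENSMUSG00000053897.15) lies on the plus strand of chromosome 3 of GRCm38, from 135825279 to 135888572, where 3 other annotated genes overlap it. It had 99, 46, and 44 counts in control mice 1 to 3 and 38, 40, and 41 counts in *Slc39a8*-NSKO mice 1 to 3. This was 3.60 ± 1.04 CPM (SD, n = 3) in control and 2.04 ± 0.138 CPM (SD, n = 3) in *Slc39a8*-NSKO mice, or 56.8% of the control mean. Every *Slc39a8*-NSKO mouse had a lower value than every control mouse (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The log2 fold change was −0.83 (standard error 0.237), with an unadjusted p of 0.00359 and an adjusted p of 0.534 from edgeR's quasi-likelihood test over all genes, which is not past the threshold of 0.05. Control mouse 1 had the highest value, and without it the log2 fold change was −0.56 (adjusted p = 0.553 from edgeR's test). With any other single mouse left out, it lay between −0.98 and −0.78. Across all 18 alternative settings the adjusted p of *Slc39a8* ranged from 0.0764, with no filter on low counts, to 1, with DESeq2.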

*Slc39a8* was downregulated in the *Slc39a8*-NSKO cerebellum, verifying the validity of the RNA-Seq approach (Figure 6B). Differentially expressed genes in *Slc39a8*-NSKO and control mice were determined by DESeq2 (48). A total of 36 genes were differentially regulated in the cerebellum of *Slc39a8*-NSKO mice, with an adjusted *P* value (*P*adj) < 0.05 (Supplemental Table 1). Of these, 7 genes were upregulated (19.4%), and 29 genes were downregulated (80.6%) (Figure 6, C and D). 

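In edgeR's quasi-likelihood test, 16 of the 16330 genes had an adjusted p below 0.05, and 881 had an unadjusted p below 0.05. With DESeq2's Wald test, the tool of the study, 37 genes passed among the 21681 with an adjusted p, and 15 of these were among the 16. The filter on low counts moved the number most. With no filter, 178 of 27187 genes passed, and the 16 were among them. With each mouse left out in turn, between 9 genes (without *Slc39a8*-NSKO mouse 2) and 38 genes (without control mouse 1) passed. Of the 16 genes, 8 passed in every one of these 6 fits, namely *Nr4a1*, *Nr4a2*, *Nr4a3*, *Fos*, *Fosb*, *Fosl2*, *Apold1*, and *Myh6*, and the other 8 were lost in 1 or more of them.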

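Of the 16 genes past the threshold in edgeR's test, 12 (75%) were lower and 4 (25%) were higher in *Slc39a8*-NSKO cerebellum. DESeq2 gave 29 lower and 8 higher genes. When the fit was limited to genes with at least 10 counts in every mouse, 11 lower and 0 higher genes passed, and 840 genes had an unadjusted p below 0.05. That filter removed each of the 4 higher genes before the test, since each had fewer than 10 counts in a control mouse. Without any filter, 112 lower and 66 higher genes passed.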

The downregulated genes with the 15 largest log_2_ fold-changes are presented in Table 1. 

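All 15 genes of Table 1 were lower in *Slc39a8*-NSKO cerebellum, and in each of them every *Slc39a8*-NSKO mouse lay below every control mouse. Their log2 fold changes ranged from −2.65 for *Fosb* to −0.31 for *Irf2bp2*. In edgeR's quasi-likelihood test 11 of the 15 passed the threshold. The other 4 had adjusted p values of 0.0628 (*Gm45140*), 0.0628 (*Irf2bp2*), 0.0907 (*Slc2a13*), and 0.142 (*Txnip*). All 15 passed with DESeq2, both without and with a normal prior on the fold changes. The prior shrinks the fold changes toward 0, by a different share for each gene. Under it, the log2 fold changes ranged from −0.85 for *Nr4a2* to −0.24 for *Fos*. None of the 15 changed direction when any mouse was left out. *Rnf122*, which is not in Table 1, was also lower, with a log2 fold change of −0.50 (standard error 0.084, adjusted p = 0.0453 from edgeR's quasi-likelihood test). Its adjusted p was 0.0174 without control mouse 1 and between 0.0867 and 0.248 when any other single mouse was left out.

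**Figure D1:**
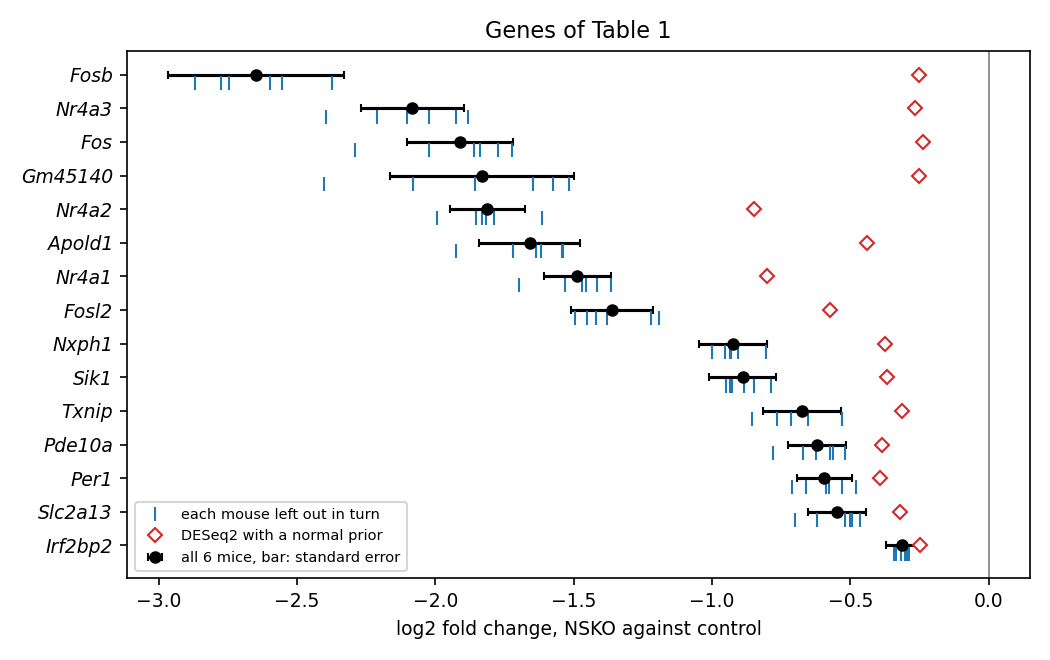
Log2 fold change (horizontal axis) of the 15 genes of Table 1 between *Slc39a8*-NSKO and control cerebellum. Black points with bars give edgeR's estimate from all 6 mice and a standard error derived from its test. Blue ticks give the estimates with each mouse left out in turn, and red diamonds the estimates of DESeq2 with a normal prior. Every estimate is below 0, and the red diamonds lie between −0.85 and −0.24.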

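*Nr4a2* (ENSMUSG00000026826.13) encodes a nuclear receptor and lies on the minus strand of chromosome 2 of GRCm38, from 57106830 to 57124003. Control mice 1 to 3 had 944, 685, and 694 counts on it, and *Slc39a8*-NSKO mice 1 to 3 had 322, 180, and 260. These correspond to 45.9 ± 1.55 CPM (SD, n = 3) in control and 13.1 ± 3.50 CPM (SD, n = 3) in *Slc39a8*-NSKO mice. The log2 fold change was −1.81 (standard error 0.136, adjusted p = 6.48e-05 from edgeR's quasi-likelihood test), the lowest p of all genes tested. The values of the genotypes did not overlap (exact two-sided permutation test, p = 0.1). Across the 18 alternative settings the adjusted p was at most 0.000533, and with each mouse left out in turn the log2 fold change stayed between −1.99 and −1.61. The deposited counts are per gene, and the read density along the locus was not analysed here.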

A UCSC Genome Browser shot of the *Nr4a2* locus shows a decreased read density in the *Slc39a8*-NSKO mice compared with the controls (Figure 6E). 

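*Nxph1*, *Apold1*, *Slc2a13*, *Irf2bp2*, *Txnip*, and *Gm45140* were lower in every *Slc39a8*-NSKO mouse than in every control mouse. *Nxph1*, which encodes a secreted ligand of neurexins, lies on chromosome 6 from 8948431 to 9249032. It was 14.5 ± 1.95 CPM (SD, n = 3) in control and 7.69 ± 0.158 CPM (SD, n = 3) in *Slc39a8*-NSKO mice, a log2 fold change of −0.92 (standard error 0.122, adjusted p = 0.00621 from edgeR's quasi-likelihood test). Without *Slc39a8*-NSKO mouse 2 its log2 fold change was −0.93 and its adjusted p 0.0524, and it passed in the other fits that left out a mouse. *Apold1*, a gene of endothelial cells on chromosome 6 from 134981718 to 134986836, fell from 10.2 ± 0.777 to 3.24 ± 0.964 CPM (SD, n = 3 each), a log2 fold change of −1.66 (standard error 0.183, adjusted p = 0.00101 from the same test). *Slc2a13*, which encodes an inositol transporter, had a log2 fold change of −0.55 (standard error 0.105). Without *Slc39a8*-NSKO mouse 1, this was −0.70 and past the threshold (adjusted p = 0.00527 from edgeR's test). For *Irf2bp2*, a transcriptional corepressor, the standard error was 0.056, and the adjusted p was below the threshold without control mouse 1 (0.0332 from edgeR's test) and above it with any other single mouse left out. *Txnip*, which binds thioredoxin, had a log2 fold change of −0.67 (standard error 0.141) and did not pass in any fit that left out a mouse. Its counts were not whole numbers, and it overlaps the gene *Gm15441*. *Gm45140*, with a log2 fold change of −1.83 (standard error 0.333), overlaps *Rab43*, *Isy1*, and other genes and also had counts that were not whole, so its value is uncertain. It passed only without control mouse 1 (adjusted p = 0.00853 from edgeR's test) and without *Slc39a8*-NSKO mouse 3 (0.0108), among the fits that left out a mouse.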

Transcripts that were reduced in the *Slc39a8*-NSKO cerebellum included genes related to CNS development, neuronal differentiation, neurite outgrowth, neuronal survival, circadian rhythms, and CNS myelination (Table 1). 

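*Myh6*, *Actc1*, *Tnnt2*, and a gene that the table lists only as ENSMUSG00000116417.1 were higher in every *Slc39a8*-NSKO mouse than in every control mouse. *Myh6*, the gene of the cardiac myosin heavy chain alpha, lies on chromosome 14 from 54941921 to 54966927. It had 0, 4, and 6 counts in control mice 1 to 3 and 74, 93, and 91 counts in *Slc39a8*-NSKO mice 1 to 3, or 0.221 ± 0.199 and 4.44 ± 0.636 CPM (SD, n = 3 each). Its log2 fold change was 4.43 (standard error 0.456, adjusted p = 0.000629 from edgeR's quasi-likelihood test) and stayed between 3.71 and 5.19 with each mouse left out in turn. Some of its counts were not whole, so that reads can have been divided with its paralog *Myh7*. The sum of both genes was 14, 16, and 12 counts in control and 77, 103, and 96 counts in *Slc39a8*-NSKO mice, a log2 ratio of 2.48 (exact two-sided permutation test, p = 0.1). *Actc1*, which encodes the actin of heart muscle, had 15, 8, and 0 counts in control and 71, 92, and 57 counts in *Slc39a8*-NSKO mice, with a log2 fold change of 3.05 (standard error 0.468, adjusted p = 0.0223 from edgeR's test). It was past the threshold neither with DESeq2 (adjusted p = 0.412) nor with limma-voom (0.111), nor without *Slc39a8*-NSKO mouse 1 (0.0712) or 2 (0.157). *Tnnt2*, the gene of cardiac troponin T, had 10, 12, and 5 counts in control and 40, 51, and 49 counts in *Slc39a8*-NSKO mice, with a log2 fold change of 2.15 (standard error 0.346, adjusted p = 0.0338 from edgeR's test). Its adjusted p was 0.0182 without control mouse 2 and between 0.061 and 0.193 with any other single mouse left out. ENSMUSG00000116417.1 is not in the annotation used here and has no name in the table. It had 0 counts in the control mice and 52, 80, and 15 counts in *Slc39a8*-NSKO mice, at least 13.8-fold higher than the limit that a count of 0 allows (adjusted p = 0.0223 from edgeR's test). It was not past the threshold without control mouse 3 (0.0721), *Slc39a8*-NSKO mouse 1 (0.0699), or *Slc39a8*-NSKO mouse 2 (0.0765).

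**Figure D2:**
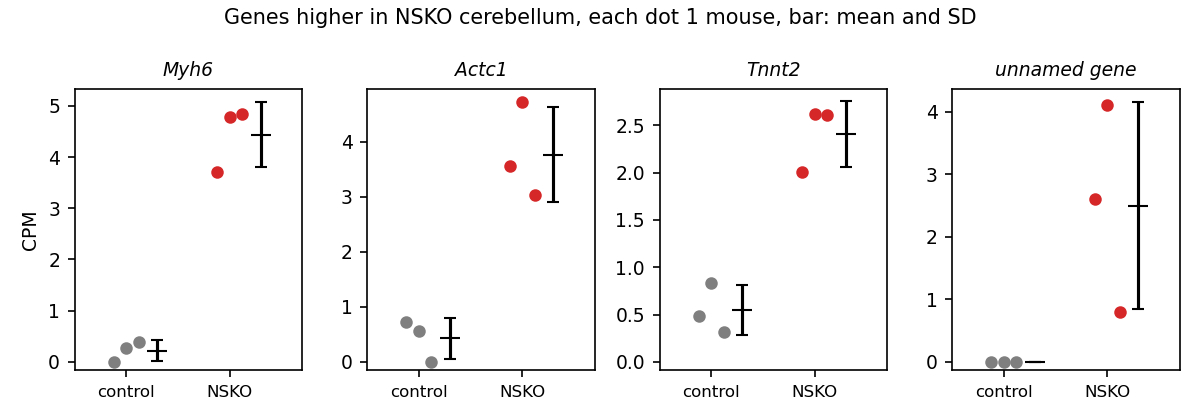
CPM (vertical axis, its own scale in each panel, starting at 0) of the 4 genes that were higher in *Slc39a8*-NSKO cerebellum. Each dot is 1 mouse and the bar beside each genotype gives the mean and SD of its 3 mice; the panel of the unnamed gene shows ENSMUSG00000116417.1, and in all panels the *Slc39a8*-NSKO mice lie above the control mice.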

The transcripts that increased in the *Slc39a8*-NSKO cerebellum included genes involved in muscle contraction, proteolysis, and transcription regulation (Supplemental Table 1). A qPCR analysis using an independent set of RNA samples verified the downregulation of *Nr4a2*, *Nr4a3*, *Apold1*, *Per1*, and *Fosb* and the upregulation of *Myh6* (Figure 6F). These results indicate that Slc39a8 neuronal deficiency leads to the misregulation of specific genes in the cerebellum.

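The median log2 fold change over the 16330 genes tested was 0.0011, and it stayed between −0.0012 and 0.0062 under the other normalizations, filters, and tests and with any mouse left out. In 1687 of these genes (10.3%) the values of the genotypes did not overlap, against the 10% that chance gives for 3 mice against 3. From the genes that differed between the genotypes, together with the qPCR on independent RNA samples, the paper concludes that neuronal deficiency of *Slc39a8* misregulates specific genes in the cerebellum.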

### Slc39a8 is required for optimal transcriptional response to the cAMP-mediated signaling pathway.

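Among the 12 genes that were lower in *Slc39a8*-NSKO cerebellum in edgeR's test, *Nr4a2*, *Nr4a1*, *Nr4a3*, *Fos*, and *Fosl2* had the 5 lowest p values. *Apold1* came next, followed by *Fosb* as number 7, *Nxph1* as number 8, *Sik1* as number 9, *Per1* as number 10, and *Pde10a* as number 11. Ordered by the size of the fall, *Fosb* was first, *Sik1* number 9, *Pde10a* number 10, and *Per1* number 11 of the 12.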

Global transcriptome analysis revealed that cAMP-related genes were among the top downregulated genes (Table 1). The cAMP signaling pathways play crucial roles in diverse physiological processes, such as neurodevelopment, synaptic plasticity, and neuroprotection (49). The cAMP signaling elicited by extracellular stimuli leads to phosphorylation of the transcription factor, cAMP response element binding protein (CREB), and the expression of CREB target genes, resulting in multiple physiological functions (50). For example, CREB regulates cell proliferation, differentiation, and survival in the developing brain while it participates in neuronal plasticity, learning, and memory in the adult brain (51). 

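*Pde10a* encodes a phosphodiesterase that hydrolyzes cAMP and lies on chromosome 17 from 8525372 to 8986648. It fell from 100 ± 7.88 CPM (SD, n = 3) in control to 65.0 ± 12.1 CPM (SD, n = 3) in *Slc39a8*-NSKO mice, a log2 fold change of −0.62 (standard error 0.104, adjusted p = 0.0442 from edgeR's quasi-likelihood test). It passed the threshold without control mouse 1 (0.0433) and without *Slc39a8*-NSKO mouse 1 (0.00121), and with any other single mouse left out its adjusted p was between 0.0726 and 0.221 in edgeR's test, with a log2 fold change between −0.67 and −0.52. *Sik1*, a kinase gene that cAMP signaling induces, lies on chromosome 17 from 31844250 to 31855804. It was 14.9 ± 1.82 CPM (SD, n = 3) in control and 8.00 ± 0.477 CPM (SD, n = 3) in *Slc39a8*-NSKO mice, a log2 fold change of −0.89 (standard error 0.121, adjusted p = 0.00723 from edgeR's test). *Sik1* passed in each fit that left out a mouse except the one without *Slc39a8*-NSKO mouse 2 (log2 fold change −0.85, adjusted p = 0.0671).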

Notably, the *Slc39a8-*NSKO cerebellum showed downregulation of key genes whose products mediate cAMP signaling (Table 1). Examples of downregulated genes included the NR4A family genes *Nr4a1*, *Nr4a2*, and *Nr4a3*; the FOS families *Fos*, *Fosb*, and *Fosl2*; and the circadian clock gene *Per1*, which all have well-characterized roles as CREB-responsive inducible genes (52, 53).

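In each of these 7 genes, every *Slc39a8*-NSKO mouse had a lower value than every control mouse (exact two-sided permutation test, p = 0.1 for each gene). *Nr4a1*, on chromosome 15 from 101254269 to 101274795, was 66.0 ± 3.94 CPM (SD, n = 3) in control and 23.6 ± 5.66 CPM (SD, n = 3) in *Slc39a8*-NSKO mice, a log2 fold change of −1.49 (standard error 0.122, adjusted p = 9.5e-05 from edgeR's quasi-likelihood test). *Nr4a3*, on chromosome 4, fell from 63.6 ± 12.4 to 14.9 ± 5.23 CPM (log2 fold change −2.08, adjusted p = 0.000188 from edgeR's test). *Fos*, on chromosome 12, fell from 76.3 ± 11.0 to 20.4 ± 8.32 CPM (log2 fold change −1.91, adjusted p = 0.000578 from edgeR's test). *Fosl2* fell from 30.9 ± 6.29 to 12.0 ± 2.10 CPM (log2 fold change −1.36, adjusted p = 0.001 from edgeR's test). *Fosb* had the fewest counts of these genes, between 39 and 74 in a control mouse and between 6 and 13 in a *Slc39a8*-NSKO mouse (standard error of its log2 fold change 0.317, adjusted p = 0.00228 from edgeR's test). *Nr4a1*, *Nr4a3*, and the 3 *Fos* genes passed the threshold in each fit that left out a mouse. *Per1*, on chromosome 11 from 69095217 to 69109960, had the smallest change, from 177 ± 28.3 to 117 ± 10.7 CPM (log2 fold change −0.59, standard error 0.099, adjusted p = 0.0435 from edgeR's test). Its adjusted p was 0.000743 without control mouse 1, between 0.0577 and 0.248 with any other single mouse left out, 0.0723 with limma-voom, and 0.0643 with libraries thinned to equal size, an alternative chosen after seeing the data, while its log2 fold change stayed between −0.71 and −0.48. The paper takes the decrease of these genes and of mediators of cAMP signaling as its reason to test the induction of transcription by cAMP with a reporter (Figure 6G).

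**Figure D3:**
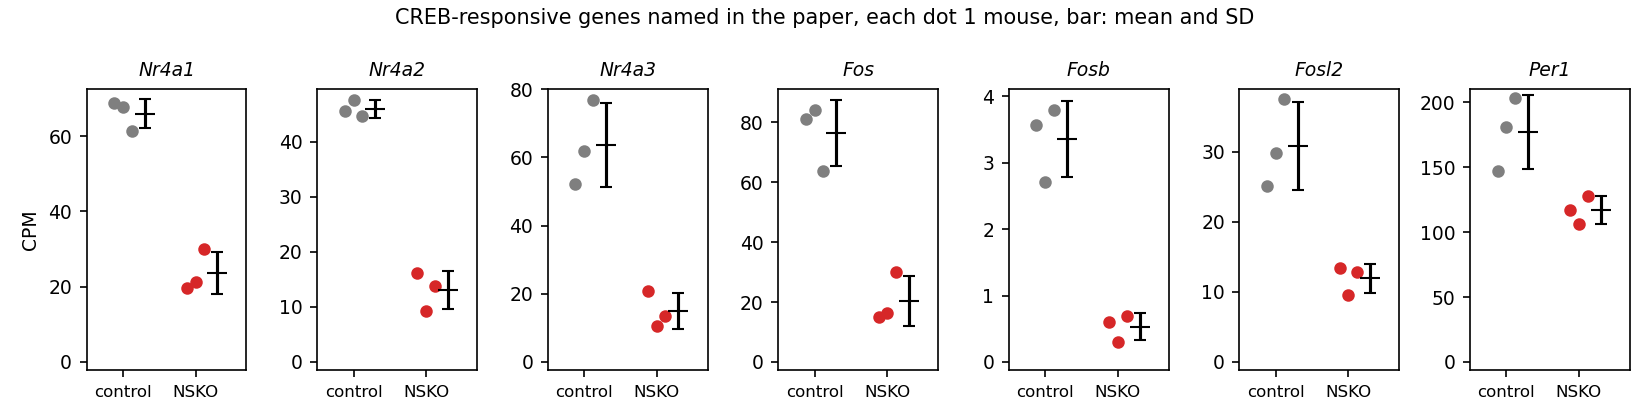
CPM (vertical axis, its own scale in each panel, starting at 0) of the 7 CREB-responsive genes named in the paper. Each dot is 1 mouse and the bar beside each genotype gives the mean and SD of its 3 mice; in all 7 panels the 3 *Slc39a8*-NSKO mice lie below the 3 control mice.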

The observation of downregulation of cAMP signaling mediators and CREB target genes in *Slc39a8-*NSKO cerebellum (Table 1) prompted us to test whether *Slc39a8* deficiency alters the induction of cAMP-mediated gene transcription. We used a reporter plasmid with 3 cAMP-responsive elements (CRE: TGACGTCA) upstream of the firefly luciferase gene (54), as well as a reporter plasmid with mutations in 2 critical nucleotides in the CRE sequence (mCRE: TGATATCA) as a negative control (54). These luciferase constructs and *SLC39A8* or scramble siRNA were transfected into human neuroblastoma SH-SY5Y cells, and the treatment with forskolin, a cAMP analog, stimulated cAMP signaling. The luciferase reporter assay revealed no changes in the basal activity of the CRE-luciferase construct by *SLC39A8* knockdown (Figure 6G). However, following forskolin stimulation, cells with *SLC39A8* siRNA could not induce as high an expression of CRE-luciferase as was observed in the scramble siRNA–treated cells (Figure 6H). The construct with the mutated CRE sequence did not respond to forskolin or change upon *SLC39A8* knockdown, indicating that this effect is cAMP/CREB dependent. These results demonstrate that SLC39A8 is required for the transcriptional response to cAMP-mediated signaling.

## Discussion

We created a mouse model of Slc39a8 neuronal deficiency to explore its role in Mn homeostasis and brain development. Our studies revealed the crucial roles of neuronal Slc39a8 in controlling brain Mn homeostasis and guiding cerebellum development and function. Deletion of *Slc39a8* in neurons impairs brain Mn uptake, reducing Mn content in the whole brain, especially in the cerebellum. Radiotracer ^54^Mn studies verified that Slc39a8 is essential for brain Mn uptake. *Slc39a8* deficiency in neurons led to cerebellar developmental issues, including fissure loss, impaired PC dendritic arborization, and cell-level deficits like reduced neurogenesis and increased apoptosis. Moreover, *Slc39a8*-NSKO mice exhibited impaired motor coordination, indicating abnormal cerebellar functioning. Our unbiased RNA-Seq analysis of the cerebellum of *Slc39a8-*NSKO mice revealed substantial dysregulation of cAMP-related genes. We further demonstrated that Slc39a8 is required for the optimal transcriptional response to the cAMP-mediated signaling pathway. Our studies establish that neuronal Slc39a8 contributes to brain Mn homeostasis by controlling brain Mn uptake and that, through this mechanism, SLC39A8 maintains cerebellum development and function.

A key finding of our study is that Slc39a8 in neurons plays an essential role in controlling brain Mn homeostasis. SLC39A8 is a transmembrane transporter that can mediate the cellular uptake of the essential metals zinc, iron, and Mn, as well as the nonessential metal cadmium (12–15, 55). Recent studies have revealed an essential role for SLC39A8 in Mn homeostasis, as human patients with *SLC39A8* loss-of-function mutations have abnormally low whole-blood Mn levels but normal levels of other metals zinc, iron, and cadmium (16–18). Human carriers of *SLC39A8* A391T, associated with reduced SLC39A8 activity, also showed reduced whole-blood Mn levels (56, 57). A study of hepatocyte-specific *Slc39a8*-KO mice showed that SLC39A8 is essential for hepatic and whole-body Mn homeostasis without affecting other metal levels (20). Studies using *Slc39a8* A391T–knockin mice also showed altered Mn and other metal levels, though the tissue metal levels were variable across the reports (5–9). This variability could be attributed to several factors, including differences in chow formulations, genetic backgrounds, experimental conditions, and other relevant variables. Notably, chow formulations and Mn content across these reports are variable (Supplemental Table 2). In the present study, our systematic analysis of Mn, zinc, and iron in the whole brain and specific brain regions (*n* = 10 per group in both sexes) revealed that the loss of *Slc39a8* in neurons reduced the Mn levels in the cerebellum, without affecting the zinc and iron concentrations. Furthermore, our radiotracer studies using ^54^Mn verified that *Slc39a8*-NSKO mice have impaired Mn uptake in different brain regions, especially the cerebellum, indicating that Slc39a8 mediates brain Mn uptake. Our findings in neuron-specific *Slc39a8*-KO mice suggest that Mn is a primary physiological substrate of SLC39A8 and that SLC39A8 is required for neuronal Mn homeostasis.

Another key finding of our study is that neuronal SLC39A8 is required for cerebellar development and function. SLC39A8 is ubiquitously expressed in the adult brain but shows higher expression in the developing brain than in adult brains in mice (58). During the first 3 weeks of the postnatal mouse life, the cerebellum undergoes dramatic developmental changes: GCPs proliferate in the EGL and differentiate into cerebellar granular cells that migrate to the IGL (41). These developmental changes lead to the formation of the mature cerebellar structure, including the fissure and folia. In contrast with granular cells, PCs cease proliferation at birth and extend their dendrites into the ML, forming synapses from P3 to P28 (59, 60). In the present study, *Slc39a8*-NSKO mice exhibited many deficits in cerebellar development, including a loss of the intercrural fissure between lobules VI and VII and impaired dendritic arborization of PCs. Notably, the lobules VI and VII are associated with the control of balance, eye movements, and coordination (61, 62), suggesting that the impaired motor coordination control observed in *Slc39a8*-NSKO mice might originate from this structural abnormality. Moreover, the cerebellar Mn deficiency in the *Slc39a8*-NSKO mice suggests that SLC39A8 may mainly affect cerebellar development through Mn homeostasis.

These findings are consistent with human genetic studies, where *SLC39A8* mutations were associated with low blood Mn levels and severe neurological symptoms, including cerebellar atrophy (16–18). Our study also aligns with recent GWAS that identified genetic links between SLC39A8 and brain structure/function (27). Our observations of cerebellar defects and abnormal dendritic arborization in *Slc39a8*-NSKO mice suggest a potential mechanistic connection to these genetic associations. In addition, a study reported that individuals carrying a common variant of the *SLC39A8* gene exhibited changes in the T2-weighted to T1-weighted brain signal ratio that varied depending on the number of copies of the allele, further supporting the impact of SLC39A8 on brain structure (63). Our findings of structural changes in the cerebellum in *Slc39a8*-NSKO mice corroborate these human observations, underscoring the relevance of our mouse model in understanding SLC39A8-related cerebellar pathology.

The observed protection against Parkinson’s disease (PD) (26) and insights from human MRI data (57) suggest a potential impact of SLC39A8 on the globus pallidum and substantia nigra, which are critical regions associated with PD (64). However, our study was primarily designed to investigate the role of Slc39a8 in neurons, specifically focusing on its consequences in the cerebellum, resulting in motor dysfunction and cerebellar defects. We did not observe substantial changes in Mn levels or neuropathological alterations in the midbrain, as our study primarily centered on the cerebellum, which houses the majority of neurons. Further investigations warrant exploring potential connections between SLC39A8 deficiency, Mn alterations, and PD. Publicly available single-cell transcriptome analysis data from the human brain (65, 66) demonstrate high SLC39A8 expression in brain endothelial cells (Supplemental Figure 8). However, it is important to note that neurons are the predominant cell type in the brain, and our study primarily focused on their role. While we acknowledge the significance of SLC39A8 in endothelial cells, further studies are required to explore the role of SLC39A8 on various brain cell types. We also acknowledge the limitations of our study. First, *Synapsin I-Cre* (*Syn-Cre*) may exhibit variable expression across brain regions (67, 68). This variability could contribute to potential differential anatomical effects within the brain. Second, we only examined a single developmental time point (4 weeks). Our choice of mice at 4 weeks of age was based on the observed cerebellar abnormalities at P28. While this age selection aligns with our study objectives, future investigations could explore potential age-related factors affecting brain Mn homeostasis or functions.

Our unbiased transcriptome analysis in the *Slc39a8*-NSKO cerebellum revealed the downregulation of pathways crucial for brain development and function, including the cAMP signaling pathway. We showed a requirement for SLC39A8 to induce a CRE-Luciferase reporter gene and a delayed transcriptional response to cAMP signaling in *SLC39A8*-deficient cells. These results suggest that *SLC39A8*-deficient cells cannot mount the proper response to external stimuli. The cAMP signaling in the brain has been shown to mediate various neural processes, including cell survival, neurogenesis, synaptic plasticity, learning, and memory (69–72). Given the observed decrease in neurogenesis and increase in apoptosis in the *Slc39a8*-NSKO cerebellum (Figure 3), exploring the potential link between cAMP-mediated signaling, neurogenesis, and apoptosis in future studies would be interesting. Furthermore, we observed significant downregulation of CREB-regulated genes (*Nr4a1*, *Nr4a2*, and *Nr4a3*), encoding nuclear receptors (73) with essential regulatory functions in the CNS (74–76). These encoded proteins act as transcription factors and play essential roles in various neural processes. Notably, NR4A2 has been extensively studied for its involvement in the development and maintenance of dopaminergic neurons (77) and its association with PD (78) and schizophrenia (79). Our data suggest a link between SLC39A8, Mn levels, and cAMP signaling pathways, underscoring therapeutic potential in Mn deficiency–induced neurodevelopmental conditions. Further studies are needed to examine how brain Mn contributes to cAMP signaling pathways involved in brain development and function.

Our findings align with recent research demonstrating that SLC39A8 plays a critical role in Mn uptake in the brain, particularly via the blood-brain barrier, using *Slc39a8*-inducible global knockout mice (80). Their radiotracer studies revealed that loss of SLC39A8 reduces Mn accumulation specifically in the brain, corroborating our observation of impaired brain Mn uptake in *Slc39a8*-NSKO mice. Although their study focused on systemic mechanisms of Mn regulation, our work highlights how SLC39A8 deficiency in neurons directly influences cerebellar development, motor function, and neurogenesis. Together, these studies underscore the essential role of SLC39A8 in maintaining brain Mn homeostasis and suggest distinct but complementary pathways through which SLC39A8 supports brain function.

Our findings revealed a marked reduction in Mn levels and notable neuropathological alterations predominantly in the cerebellum of *Slc39a8*-NSKO mice. This observation raises important questions about the unique susceptibility of the cerebellum to Mn dysregulation. The cerebellum’s high metabolic activity (81) and its critical role in motor coordination and learning (82) may make it particularly vulnerable to Mn dysregulation. Further, PCs, a dense population of neurons within the cerebellum, could be especially sensitive to Mn levels, which likely contributes to the dominance of the observed effects in this brain region. In conclusion, our study highlights the substantial impact of SLC39A8 on Mn uptake and cerebellar function. Future research should explore potential compensatory mechanisms in other brain regions and investigate therapeutic strategies to mitigate Mn deficiency in the cerebellum. Understanding these pathways could lead to better insights into the broader implications of Mn dysregulation in neurological disorders.

## Methods

### Sex as a biological variable.

Both female and male mice were studied.

### Animals.

For neuron-specific deletion of *Slc39a8*, *Slc39a8^fl/fl^* mice on a C57BL/6J background (European Mouse Mutant Archive, EM: 05285) were crossed with *Syn-Cre* mice on a C57BL/6J background (Jackson Laboratory) (Figure 1A). The *Slc39a8-flox* allele was detected by PCR using the following primers: forward: 5′-AAGGCGCATAACGATACCAC-3′ and reverse: 5′-CCGCCTACTGCGACTATAGAGA-3′. The *Syn-Cre* transgenic allele was detected using the following primers: forward: 5′-CTCAGCGCTGCCTCAGTCT-3′ and reverse: 5′-GCATCGACCGGTAATGCA-3′. Mice were group-housed in ventilated cage racks, maintained on a 12-hour light/12-hour dark cycle with controlled temperature and humidity, and provided the standard rodent diet of our institution (PicoLab Laboratory Rodent Diet 5L0D) and water ad libitum. Some of the metal content of this diet is as follows: 240 parts per million (ppm) iron, 76 ppm zinc, 70 ppm manganese, 13 ppm copper, and 0.41 ppm selenium. The manufacturer’s data sheet for this diet can be accessed from https://www.labdiet.com/getmedia/80040681-11e7-4e1b-a0ea-a4b5299fa8d3/5L0D.pdf?ext=.pdf All mice in the same experiment were from an age-matched, cohoused cohort.

### Metal measurements.

Tissue samples were analyzed for metals by ICP-MS, as previously described (83, 84). Briefly, tissue samples taken from mice were digested with 2 mL/g total wet-weight nitric acid for 24 hours and then digested with 1 mL/g total wet-weight hydrogen peroxide for 24 hours at room temperature. Specimens were preserved at 4°C until metals were quantified. Ultrapure water was used for the final sample dilution.

### ^54^Mn absorption studies.

To assess radiotracer Mn absorption, mice were dosed with 0.1 μCi ^54^Mn (PerkinElmer) per gram body weight via oral-intragastric gavage or tail vein injection. Mice were killed at 1 hour, after which ^54^Mn-associated radioactivity (counts per minute) in the brain regions and blood was determined using a gamma counter (Hidex), as previously described (38, 85).

### Immunohistochemistry.

Mouse brains were fixed in 10% neutral buffered formalin at 4°C overnight. H&E analysis was performed in paraffin-embedded brain sections (5 μm). Sections were processed for PC-specific immunohistochemical staining using an anti–calbindin D antibody (MilliporeSigma, C9848). Signals were visualized using a Vectastain avidin-biotin peroxidase complex kit (Vector Laboratories) and DAB (Vector Laboratories). Images were obtained from 3 midsagittal sections of wild-type (*n* = 3) and *Slc39a8*-NSKO (*n* = 3) mice. The dendritic length and the number of PCs were analyzed by using ImageJ (National Institutes of Health).

### BrdU labeling and TUNEL staining.

To examine the granule cell precursor proliferation in the cerebellum, the mice were injected with 100 mg/kg BrdU (BD Biosciences) 24 hours before being sacrificed. Midsagittal sections were immunostained with BrdU antibody (Abcam, ab6326) at 4°C overnight. The number of BrdU-positive cells in the EGL of the cerebellar cortex of wild-type (*n* = 3) and *Slc39a8*-NSKO (*n* = 3) mice was quantified in ImageJ. Cells undergoing apoptosis were identified by the TUNEL method as previously described (86). The TUNEL staining was performed using an in situ Cell Death Detection Kit, TMR red (Roche). After deparaffinization and rehydration, sections were permeabilized with 10 μg/mL Proteinase K solution (catalog P8107S, New England Biolabs) and incubated with the freshly prepared TUNEL reaction mixture in a dark and humidified chamber for 1 hour at 37°C. Nuclei were stained with DAPI (Thermo Fisher Scientific, D1306). TUNEL-positive cells were counted in 6 randomly selected fields per animal. Average values were taken from 3 animals of each genotype.

### Golgi-Cox staining and morphological analyses.

Brains from mice were dissected and incubated in a modified Golgi-Cox solution for 2 weeks at room temperature. The remaining procedure of Golgi-Cox immersion, cryosectioning, staining, and coverslipping was performed as described previously (87, 88). Three animals were used per genotype per sex, and cerebellum per animal was quantified. Quantification was done using commercially available software, NeuroLucida (v10, Microbrightfield), installed on a Dell PC workstation that controlled a Zeiss Axioplan microscope with a charge-coupled device camera (1,600 × 1,200 pixels) and with a motorized *x*, *y*, and *z* focus for high-resolution image acquisition (×100 oil immersion) and quantifications. The morphological analyses included dendritic lengths, spine counts, spine density, and numbers. All sample genotypes were masked to the analysts throughout the analysis.

### Behavioral assay.

All behavioral procedures were performed by investigators masked to the genotype of each group or the nature of the intervention. To decrease stress related to procedures, all animals were first habituated to handling by the experimenter and to the procedure room for at least 1 hour before testing. For hind limb clasping assessment, a mouse was gently removed from the cage and suspended by the tail for 5–10 seconds. The clasping score was scored as previously described (89). Two independent investigators scored all mice, and any mouse where the 2 scores differed by more than 1 point was rescored again. For rotarod assay, animals were placed on an accelerating rotarod (IITC Life Science) with the standard protocol with increasing speed from 4 to 40 rpm over 300 seconds, and the time taken by the animal to fall from the rod was recorded. The test was repeated twice and averaged to represent a score. For the balance beam test, the balance beam apparatus is a flat, 1-meter beam with a width of 5 mm that is suspended 50 cm above the table on 2 support poles. One side has a transparent square perch, while the other is opaque, containing a hut and nesting material. Mice were trained for 3 consecutive days at 5 weeks of age by sitting in the hut for 5 minutes and run across 3 different sections of the beam with a minute rest in between each run. Mice began runs during their sixth week, where they were placed in the hut for 5 minutes, then ran thrice with a minute rest between each run, with the maximum time to cross being 20 seconds. The 3 runs were averaged together. Weight was also recorded. For open field assay, mice were habituated for 1 hour in the test room. Each mouse was placed singly in the center of the open field apparatus. Video recording began 3 seconds after the mouse was detected in the arena and continued for 30 minutes. When the test was finished, mice were removed and returned to their home cage. The open field chambers were wiped down after each trial with 70% ethanol and paper towels to eliminate odor.

### RNA-Seq.

RNA-Seq was performed as previously described (83). Briefly, total RNA was isolated from the cerebellum per mouse using the RNeasy Mini Kit (QIAGEN), and 3 mice (*n* = 3 biological replicates) were used per genotype. RNA concentrations were measured with an Epoch Microplate Spectrophotometer (BioTek Instruments). RNA integrity was assessed with an Agilent Bioanalyzer 2100 using a Nano 6000 assay kit (Agilent Technologies). An RNA integrity number greater than 7.2 was considered the minimum requirement for library preparation. RNA was reverse-transcribed into cDNA using oligo-dT, and cDNA libraries were generated with an NEBNext Ultra II RNA Library Prep Kit (New England Biolabs E7775). An insert size of 250–300 bp was used for cDNA library preparation. Libraries were sequenced on the Illumina NovaSeq 6000 platform with a 150 bp paired-end mode. Reference genome and annotation files were downloaded from Ensembl, and RNA-Seq data were aligned to the reference genome using the Spliced Transcripts Alignment to a Reference (STAR) software (90). The DESeq2 package was used for differential expression analysis.

### qPCR.

Purified RNA was reverse-transcribed with SuperScript III First-Strand Synthesis System (Invitrogen, Thermo Fisher Scientific), as previously described (83). The qPCR was performed using the Power SYBR Green PCR Master Mix (Applied Biosystems). The mRNA was normalized using 36B4. The primers used for qPCR are listed in Supplemental Table 3 and were all purchased from Integrated Genomics Technologies.

### Cell culture.

All culture media and supplements were purchased from Thermo Fisher Scientific. Heat-inactivated fetal bovine serum was purchased from MilliporeSigma. SH-SY5Y cells were grown in DMEM containing 10% fetal bovine serum, penicillin (100 IU/mL), and streptomycin (100 mg/mL) at 37°C in a humidified, 5% CO_2_ incubator.

### Luciferase reporter assays.

Luciferase reporter assays were used to assess the role of SLC39A8 in the transcriptional response to the cAMP-mediated signaling pathway. The pGL3-Luciferase reporter vector containing 3 CRE sequences or mutated sequences was used as previously described (54). SH-SY5Y cells were transfected with 100 ng of the CRE-TK-Luciferase constructs, 1 ng of a CMV-Renilla construct, and 100 ng of either scramble (MilliporeSigma, SIC001–10NMOL) or *hSLC39A8* siRNA (MilliporeSigma, SASI_Hs02_00355573) using Lipofectamine 3000 (Invitrogen), as described previously (15). Two days later, cells were exposed to 30 μM forskolin or an equal volume of DMSO for 8 hours. Then, cells were harvested for Luciferase analysis using the Promega Dual Luciferase Assay System, and the assay was performed as previously described (54). The ratio between Luciferase and Renilla expression was normalized to the empty plasmid (TK-Luciferase only), and then Luciferase expression was reported relative to the DMSO, control siRNA condition.

### Statistics.

Statistical analysis was performed using GraphPad Prism 8 software. Data are presented as individual values and represent the mean ± SEM. To compare the 2 groups, 2-tailed *P* values were calculated using an unpaired *t* test. To compare more than 2 groups, *P* values were calculated using 1-way ANOVA with Tukey’s multiple comparisons test or 2-way ANOVA with Bonferroni’s multiple comparisons test. Outliers were identified using the GraphPad ROUT method (*Q* = 1%). Values of *P* < 0.05 were considered statistically significant. Asterisks in graphs, wherever present, denote statistically significant differences.

### Study approval.

All animal studies were performed in accordance with the guidelines in the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) of the National Institutes of Health. The protocol (protocol number: PRO00010742) was approved by the University Committee on Use and Care of Animals at the University of Michigan.

### Data availability.

All nonsequencing data are contained within the Supporting Data Values XLS file. The RNA-Seq data are available via the NCBI Gene Expression Omnibus accession number GSE217704.

## Author contributions

YAS was responsible for conceptualization. EKC, LA, YP, ABC, APL, SI, and YAS were responsible for formal analysis. SI and YAS were responsible for funding acquisition. EKC, LA, YP, ABC, APL, SI, and YAS were responsible for conducting experiments. EKC, LA, YP, ABC, APL, SI, and YAS were responsible for analyzing data. YAS was responsible for project administration and supervision. YAS was responsible for writing the original draft. All authors were responsible for the review and editing of the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
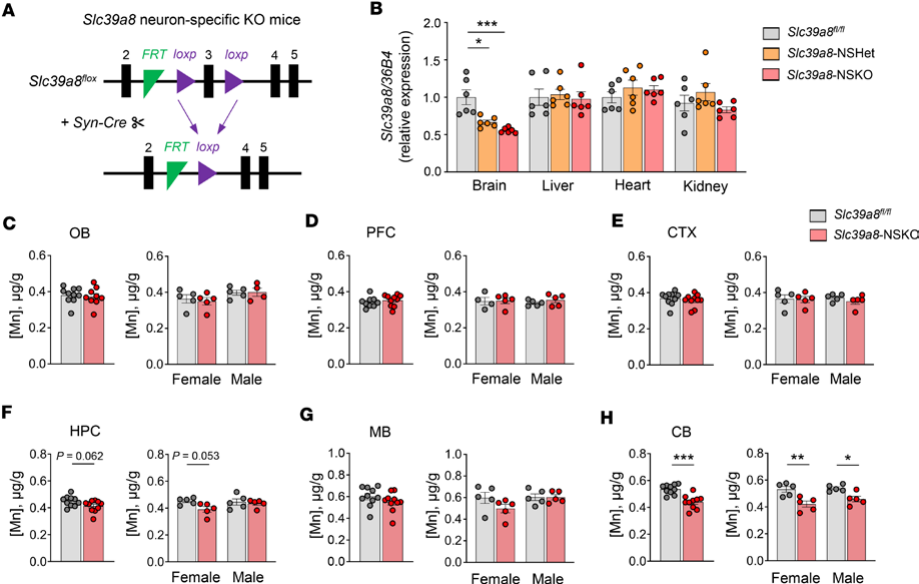
Loss of *Slc39a8* in neurons results in Mn deficiency in the brain region. (**A**) Schematic representation of mice with deletion of *Slc39a8* in the neurons. (**B**) qPCR analysis of *Slc39a8* expression in 4-week-old control and *Slc39a8-*NSKO mice. (**C**−**H**) ICP-MS analysis of Mn levels in olfactory bulbs (OB) (**C**), prefrontal cortex (PFC) (**D**), cortex (CTX) (**E**), hippocampus (HPC) (**F**), midbrain (MB) (**G**), and cerebellum (CB) (**H**) of 4-week-old male and female control and *Slc39a8-*NSKO mice. Data are presented as individual values and represent the mean ± SEM. * *P* < 0.05, ** *P* < 0.01, and *** *P* < 0.001.

**Figure 2:**
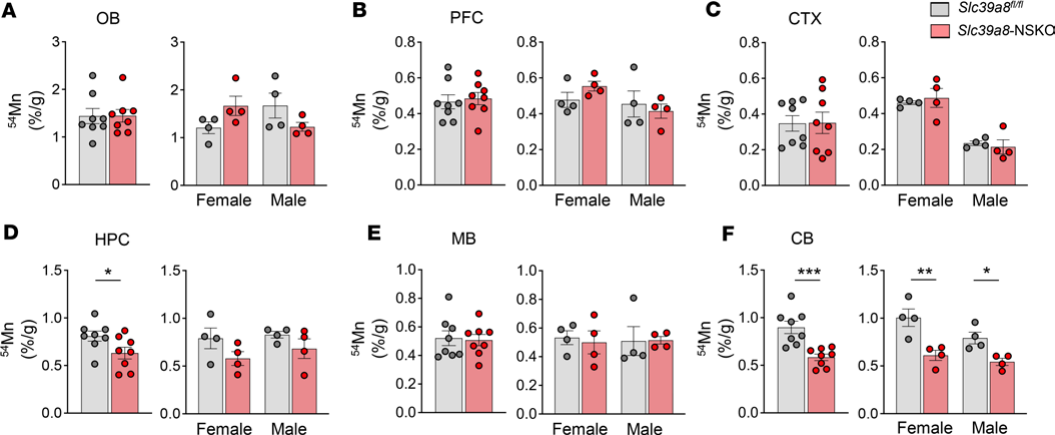
Loss of *Slc39a8* in neurons results in impaired brain Mn uptake. Control and *Slc39a8-*NSKO mice at 4 weeks of age were administered 0.1 μCi [^54^Mn]MnCl_2_ per gram body weight via tail vein injection. Brain regions were collected at 1 hour, and ^54^Mn uptake was determined with a gamma counter (counts per minute [cpm]). Levels of ^54^Mn in olfactory bulbs (OB) (**A**), prefrontal cortex (PFC) (**B**), cortex (CTX) (**C**), hippocampus (HPC) (**D**), midbrain (MB) (**E**), and cerebellum (CB) (**F**) from 4-week-old male and female control and *Slc39a8-*NSKO mice. Data are presented as individual values and represent the mean ± SEM. * *P* < 0.05, ** *P* < 0.01, and *** *P* < 0.001.

**Figure 3:**
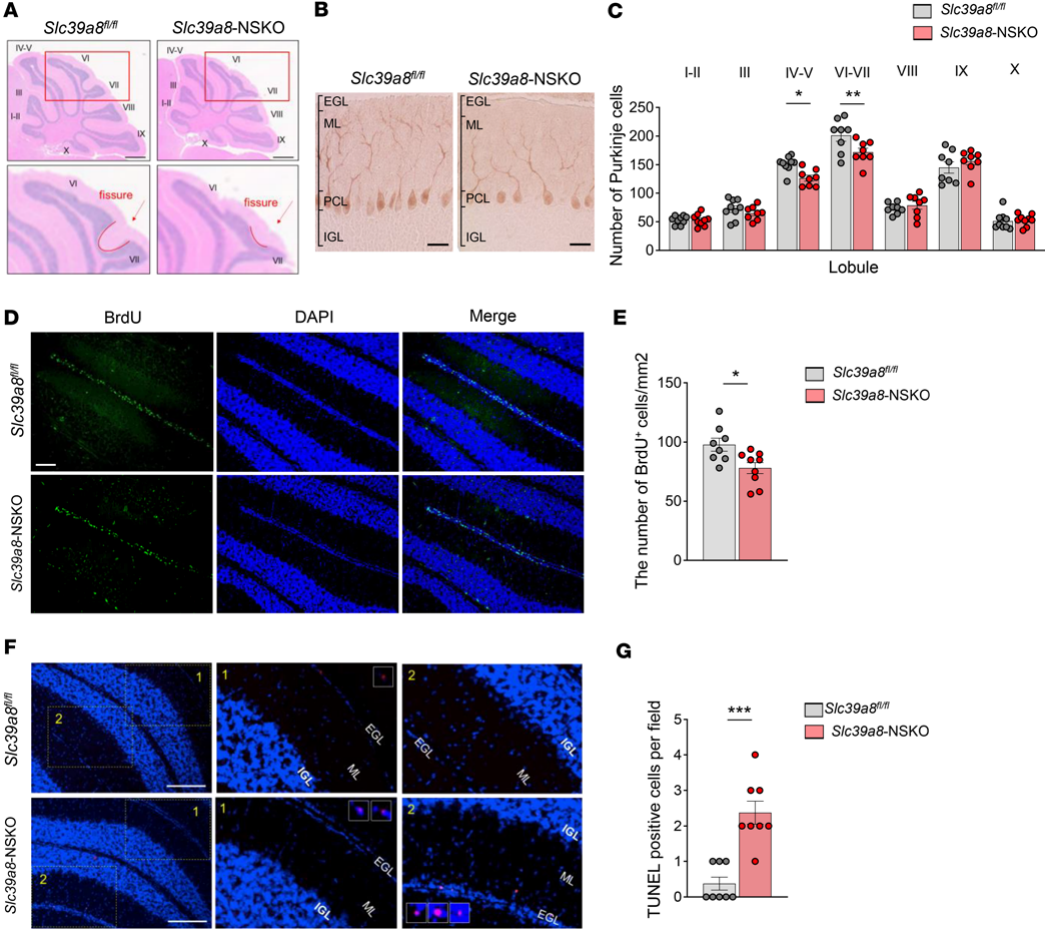
Morphological defects, reduced neurogenesis, and accelerated apoptosis in *Slc39a8*-NSKO cerebellum. (**A**) H&E-stained sagittal sections of paraffin-embedded mouse brains from 4-week-old control and *Slc39a8-*NSKO mice. Numerals indicate the lobules, and the fissures between lobules VI and VII of cerebellums are outlined with red lines and indicated by red arrows. Scale bars: 1,000 μm. Upper original magnification, 2×, and lower original magnification, 10×. (**B**) Immunohistochemical staining of cerebellar Purkinje cells (PCs) with anti-calbindin antibody. PC morphologies of control and *Slc39a8*-NSKO mice at P14. EGL, external granule cell layer; ML, molecular layer; PCL, Purkinje cell layer; IGL, internal granule cell layer. Scale bars: 25 μm. (**C**) Numbers of PCs at P14. (**D**) BrdU staining on the cerebellar sections at P14. Scale bars: 100 μm. (**E**) The number of BrdU^+^ cells per unit size of sagittal sections from the entire cerebellum was quantified. (**F**) TUNEL staining on the cerebellar sections at P14. Scale bars: 200 μm. Insets original magnification, 20×. (**G**) Quantification of the number of TUNEL-positive cells per field of cerebellar folia. At least 9 sections from 3 animals per genotype were quantified for all panels. Data are presented as individual values and represent the mean ± SEM. * *P* < 0.05, ** *P* < 0.01, and *** *P* < 0.001.

**Figure 4:**
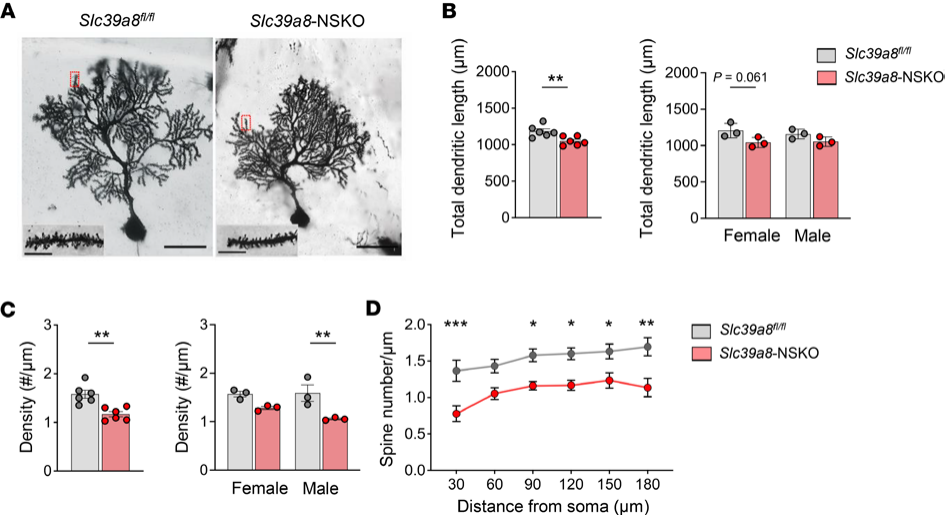
Impaired dendritic arborization of PCs in *Slc39a8*-NSKO cerebellum. (**A**) Representative images of Golgi-stained PCs from control and *Slc39a8*-NSKO mice cerebellum at P28. Scale bars: 50 μm (left) and 5 μm (right). (**B**−**D**) Quantification of total dendritic lengths (**B**), density (**C**), and spine number (**D**) in male and female control and *Slc39a8-*NSKO mice. At least 6 sections from 3 animals per genotype were quantified for all panels. Data are presented as individual values and represent the mean ± SEM. * *P* < 0.05, ** *P* < 0.01.

**Figure 5:**
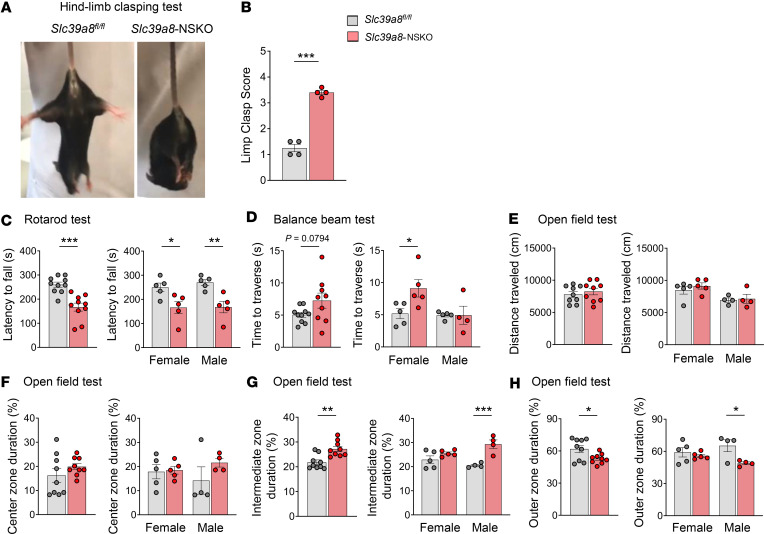
Motor dysfunction in *Slc39a8*-NSKO mice. (**A**) Representative images of a 4-week-old control and *Slc39a8*-NSKO mouse during tail suspension in the clasping test. (**B**) Quantitative analysis of the hind limb clasping scores. (**C**) Rotarod performance of 4-week-old male and female control and *Slc39a8*-NSKO mice. (**D**) Balance performance of 4-week-old male and female control and *Slc39a8*-NSKO mice. (**E**–**H**) Open field test of 4-week-old male and female control and *Slc39a8*-NSKO mice. Distance traveled (**E**), center zone duration (%) (**F**), intermediate zone duration (%) (**G**), and outer zone duration (%) (**H**). Data are presented as individual values and represent the mean ± SEM. * *P* < 0.05, ** *P* < 0.01, and *** *P* < 0.001.

**Figure 6:**
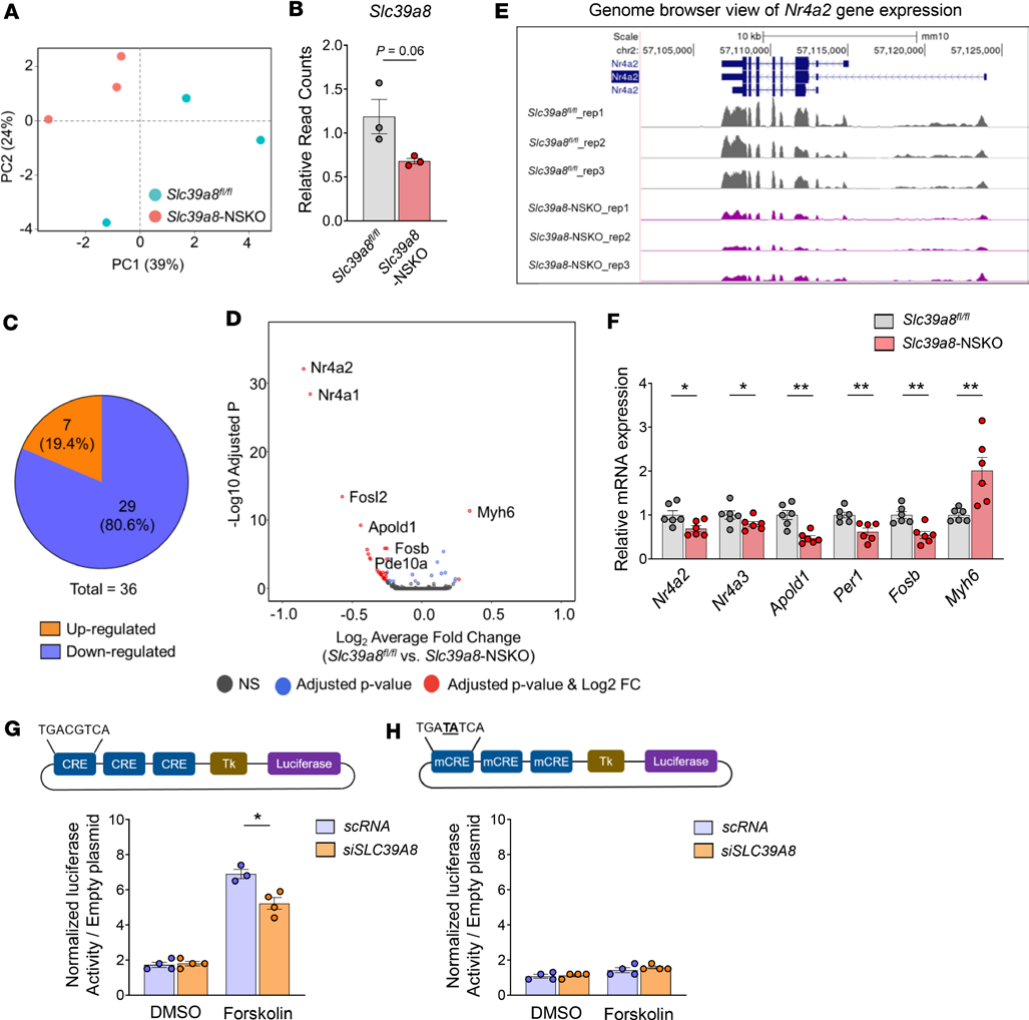
Altered transcription profiles in 4-week-old male *Slc39a8*-NSKO cerebellum. (**A**) Principal component analysis (PCA) plot showing the clustering of each of the samples with technical triplicates along 2 principal components (PC1 — 39% variance; PC2 — 24% variance). Each technical triplicate clusters with the other. (**B**) Relative read counts of *Slc39a8*. (**C**) A total of 29 genes (80.6%) are downregulated and 7 genes (19.4%) are upregulated. (**D**) Volcano plot profiles of –log_10_ *P*adj value and log_2_ fold-change of gene expression between control and *Slc39a8*-NSKO cerebellum samples. (**E**) UCSC Genome Browser shot of the *Nr4a2* locus. (**F**) qPCR validation of *Nr4a2*, *Nr4a3*, *Apold1*, *Per1*, *Fosb*, and *Myh6*, 6 genes that were shown to be dysregulated in the RNA-Seq analysis of the cerebellum of control and *Slc39a8*-NSKO mice. (**G**) A luciferase construct with 3 cAMP-responsive elements (CRE: TGACGTCA) inserted upstream of the HSV–thymidine kinase (HSV-TK) promoter. SH-SY5Y cells were cotransfected with the luciferase construct and expression plasmids for SLC39A8 or scramble siRNAs. cAMP signaling was elicited by the treatment of forskolin, a cAMP analog, and the luciferase activity was measured. (**H**) The mutated 2 critical nucleotides in the CRE sequence (mCRE: TGATATCA) were used as a negative control. The same experiment was performed using the mutated (mCRE) reporter. Data are presented as individual values and represent the mean ± SEM (*n* = 3 samples/group). * *P* < 0.05, ** *P* < 0.01.

**Table 1:**
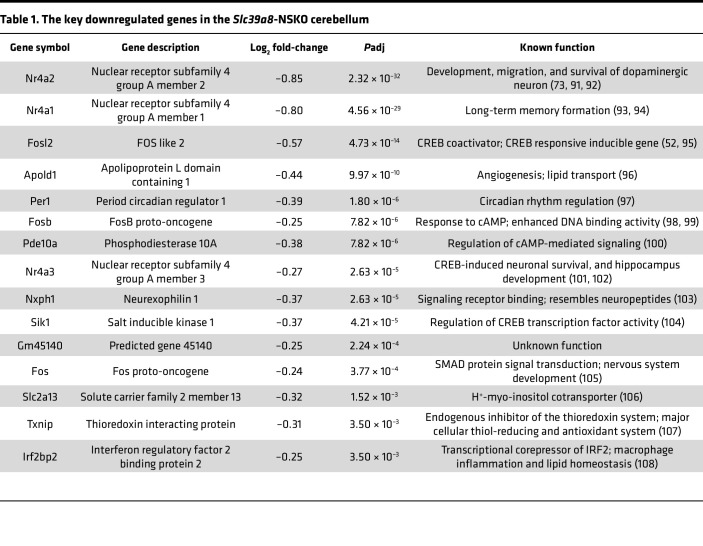
The key downregulated genes in the *Slc39a8*-NSKO cerebellum

How the deposited data were processed for this re-analysis (not part of the article)

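The data are an RNA-Seq experiment on the cerebellum of 3 control and 3 *Slc39a8*-NSKO male mice that were 4 weeks old. The methods state that cDNA was made with oligo-dT, sequenced as paired-end reads, aligned with STAR to an Ensembl reference, and analysed with DESeq2. As deposited by the authors, the values are expected counts per gene and mouse, made from the aligned reads with no normalization for library size or gene length. The column names and the values that are not whole have the form that the program RSEM writes, but the paper's text does not name the program or its version. The table holds 53807 entries, of which 92 are spike-in sequences and 53715 are genes. The GENCODE annotation of GRCm38 used here for names and positions contains 53620 of these genes, 51464 of them in the same version, so that it is close to but not the same as the authors' reference. All columns of the table were used. The sample labels call the control group WT, and the paper names *Slc39a8* fl/fl mice as its controls and in places of its methods speaks of wild-type mice; the samples were assigned to the paper's groups, and the counts do not settle which control genotype was used. The legend of Figure 6A speaks of technical triplicates, while the methods state 3 mice for each genotype as biological replicates. The samples were treated as mice, and if they were not, the p values would not describe differences between animals.

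The counts on genes per mouse ranged from 14431260 to 20844267. The spike-in sequences were left out of the library sizes and the tests. The expected counts were rounded to whole numbers and analysed in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest with default settings) after TMM normalization, on the 16330 genes kept by filterByExpr, with no covariate and with Benjamini-Hochberg adjustment over the genes tested. A gene passed at an adjusted p below 0.05. The standard errors given with edgeR's log2 fold changes were derived from the test. Each is the absolute log2 fold change divided by the square root of the F statistic. Principal components were computed from the 500 genes that varied most after the variance stabilizing transformation of DESeq2 1.42.0. Scores and single genes were compared between genotypes with exact two-sided permutation tests, which for 3 mice against 3 give a p of at least 0.1. Correlations with library size were tested by permuting the mice, with Benjamini-Hochberg adjustment over the 2 components. Where a group had at most 3 counts in every mouse, the fold was computed against a floor of 3 counts and is a lower bound that covers counting error only.

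Lists of genes were written down for the CREB-responsive genes that the paper names, for other CREB-responsive and immediate-early genes, for clock genes in the phase of *Per1* and in antiphase to it, for glucocorticoid-responsive genes, and for markers of Purkinje cells, granule cells, proliferating granule cell precursors, molecular layer interneurons, Bergmann glia and astrocytes, oligodendrocytes, microglia, endothelial cells, choroid plexus, erythroid cells, cardiac muscle, skeletal muscle, striatum and cerebral cortex, and midbrain and brainstem. Each of these 19 lists was tested as a set with camera of limma 3.58.1 at its preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. Genes named in the text are the genes the paper names from this experiment, its metal ion transporters, Y-linked and X inactivation genes, members of the lists that passed the threshold, and, of the genes past the threshold whose genotypes did not overlap, the 5 with the largest rise and the 5 with the largest fall. *Rnf122*, *Zxda*, *Zxdb*, *Myh7*, *Gm2004*, and the *Tmem254* genes fall outside this rule and were chosen after their values were seen, as were the members of lists that did not pass. The main test, the lists, the rule for named genes, and the alternatives were fixed before the data were examined, except where the text says otherwise.

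The alternatives were DESeq2's Wald test, without and with a normal prior on the fold changes, limma-voom, normalization by RLE or by library size alone, no filter or at least 10 counts in every mouse, counts that were not rounded, the replicate number as a block, each mouse left out in turn, and a threshold of 0.1. For the components they were all genes kept by the filter, DESeq2's rlog, log2 CPM with a prior count of 2, and each mouse left out. For the lists they were fry and camera with an estimated correlation, RLE, the filter of 10 counts, the block, and each mouse left out. Chosen after seeing the data were edgeR's fit with its newer dispersion method, offsets that remove each library's loess trend (span 0.3) on GC content and transcript length, and libraries thinned at random to 14431245 counts each, the total of the smallest after rounding.

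The tests were tried on simulated data with the means and library sizes of these mice, in which 200 of 16330 genes were changed by a log2 fold change of 1. At an adjusted p below 0.05, edgeR recovered 81.5% of the changed genes, DESeq2 76.5%, and limma-voom 81.5%, and the share of false genes among the calls was 3.6%, 1.9%, and 4.1%. Each recovered 100% of the changed genes above the median expression. Of 20 simulated lists, camera at the preset correlation, camera with an estimated correlation, and fry each called the 1 changed list and 0 of the others. Each simulated gene had the dispersion of the fitted trend and varied independently of the others. The simulation therefore cannot tell how these tests behave for genes that vary together or have a dispersion of their own. The qPCR, reporter, and metal measurements of the paper have no counts in the table and were not analysed here at their claims.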

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

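The tests of the clock genes, the glucocorticoid-responsive genes, the neuron markers, tissue from outside the cerebellum, and cardiac transcripts were set down beforehand. The tests with thinned libraries, with GC content and length, of dilution, of *Myh7*, of *Zxdb*, and of the rise of *Tnni3* per kb, and the counts of splits for lists, were chosen only after the results were seen.

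Genes that the paper does not discuss showed lower values in *Slc39a8*-NSKO mice. The list of 36 other CREB-responsive and immediate-early genes had 33 tested members, with a median log2 fold change of −0.33, 25 of them lower and 8 higher (adjusted p = 6.68e-17 from camera, the camera test of limma). It held under fry (0.0249) and under camera with an estimated correlation (0.0181). In the edgeR fit none of the members passed the threshold over all genes tested. Of the 33, 18 were lower with an unadjusted p below 0.05. When adjusted over the list alone 18 passed, and these include *Dusp6*, which was higher (log2 fold change 0.22). With DESeq2, *Npas4* (adjusted p = 0.00352) and *Klf2* (0.00354) passed over all genes, and 3 members did so in the edgeR fit with the replicate block. *Klf2* had a log2 fold change of −0.81 (adjusted p = 0.117 from edgeR's test) and passed without control mouse 1 (−0.95, 0.0201) and without *Slc39a8*-NSKO mouse 3 (−1.01, 0.0329). The values of the genotypes did not overlap for 16 members that were lower and 2 that were higher, against the 10% of genes that chance gives. The mean of the members, centred over the 6 mice, was 0.162, 0.141, and 0.134 in control mice and −0.187, −0.211, and −0.039 in *Slc39a8*-NSKO mice (exact two-sided permutation test, p = 0.1). The median stayed between −0.36 and −0.25 with each mouse left out in turn. The members went apart, since *Npas4* had a log2 fold change of −1.25 (−1.73 and past the threshold only without *Slc39a8*-NSKO mouse 3, adjusted p = 0.00636 from edgeR's test, among the fits that left out a mouse) and *Nptx2* one of 0.57, and *Arc* one of 0.14.

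Several explanations of this pattern are argued against by the tables. If the time of dissection differed, the other clock genes in the phase of *Per1* would fall with it, but the lowest of their 9 log2 fold changes was −0.15, against −0.59 for *Per1*. Loss of Purkinje cells, granule cells, or molecular layer interneurons would lower their markers. Among 34 of these markers other than *Nxph1*, however, the lowest log2 fold change was −0.0776. *Nxph1*, which is on the interneuron list and was left out here, had −0.92. Neurons of other types had no list, so their loss was not tested. The value of −0.0776 also argues against dilution of the *Slc39a8*-NSKO dissections by other tissue. With all libraries thinned to the smallest, the median was −0.29, and with offsets for GC content and length it was −0.32, both past the threshold, which argues against library size and against these biases as the whole cause. A response to handling through glucocorticoids stays open. The median of the 16 responsive genes was 0.14, with 12 higher, and passed camera (adjusted p = 0.0431) but not fry (0.729). In camera the list did not pass without control mouse 1 (0.784) or 2 (0.142) or *Slc39a8*-NSKO mouse 2 (0.304) or 3 (0.451). It passed without control mouse 3 (median 0.17, adjusted p = 8.71e-06) and without *Slc39a8*-NSKO mouse 1 (0.23, 5.93e-05). With the replicate block it passed (0.00413), and with thinned libraries (0.0548) or offsets for GC content and length (0.0597) it did not. The choroid plexus list had a median of 0.33 that passed camera (8.58e-08) and not fry (0.617), and that was 0.17 without *Slc39a8*-NSKO mouse 2, 0.22 without control mouse 3, and 0.49 without control mouse 2. More choroid plexus in the *Slc39a8*-NSKO dissections would lower other genes by dilution, which the neuron markers argue against. Forebrain tissue in the control dissections stays open, since the 9 tested markers of striatum and cerebral cortex went both ways with few counts for most. Of these, 3 were lower and 6 higher. In every *Slc39a8*-NSKO mouse *Neurod6* was lower (−0.47), while *Rgs9* (0.48) and *Drd2* (1.00, with at most 16 counts in a mouse) were higher. The median of the 9 markers was 0.21, and it lay between −0.02 without *Slc39a8*-NSKO mouse 2 and 0.35 without control mouse 1. Of the 10 splits of the 6 mice into groups of 3, 1 gave a camera p of the CREB-responsive and immediate-early list as low, the real one. So few splits cannot tell the genotype from a chance difference. The unadjusted camera p was 1.06e-17 in the real split, and among the others it went down to 1.18e-06. Each other split keeps part of the genotype contrast, so these values do not settle how far the preset correlation makes the p too small. The order and handling of the dissections were not tested. A lower activity of CREB in *Slc39a8*-NSKO cerebellum may underlie the pattern, and so may a difference in neuronal activity at the time of dissection.

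Genes of cardiac muscle other than *Myh6* were higher in *Slc39a8*-NSKO mice. The cardiac list, which leaves out *Myh6*, had 8 tested members of 12, a median log2 fold change of 1.39, 7 members higher and 1 lower, and 2 past the threshold over all genes, or 5 when adjusted over the list alone (adjusted p = 3.98e-17 from camera, 0.0249 from fry, and 0.0233 with an estimated correlation). The median lay between 1.36 and 2.18 with each mouse left out, and was 2.18 without control mouse 2. *Myl2* was at least 5.38-fold, *Myl3* at least 4.17-fold, and *Nppa* at least 2.73-fold higher than the limit of 3 counts that the control mice did not exceed. *Tnni3* had 17, 18, and 23 counts in control and 34, 17, and 31 in *Slc39a8*-NSKO mice and did not separate the genotypes, nor did *Pln*. *Ryr2*, which the cerebellum itself expresses at 222 ± 14.6 CPM (SD, n = 3) in control mice, had a log2 fold change of −0.07.

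For *Myh6*, reads shared with *Myh7* are argued against as the cause, since the sum of both genes rose with a log2 ratio of 2.48. The median log2 fold change of *Actc1*, *Tnnt2*, *Tnni3*, *Myl2*, and *Mb*, named beforehand as abundant cardiac transcripts, was 2.15, and 4 of the 5 separated the genotypes. These 4 go with RNA of heart muscle in the *Slc39a8*-NSKO samples, and *Tnni3* goes against it. Expression of these genes by cerebellar cells would raise them as well. The rise per kb of exon was 0.627 CPM for *Myh6*, 2.065 CPM for *Actc1*, 0.24 CPM for *Tnnt2*, 0.431 CPM for *Myl2*, 0.537 CPM for *Mb*, and 0.109 CPM for *Tnni3*. At the rise per kb of *Tnnt2*, *Myl2*, *Mb*, *Myh6*, and *Actc1*, *Tnni3* would have risen by 0.496, 0.889, 1.11, 1.29, and 4.26 CPM, and it rose by 0.224 CPM from 1.18 ± 0.334 CPM (SD, n = 3) in control mice. With few counts and rates this far apart, heart tissue stays open and is neither shown nor excluded. The list of skeletal muscle had a median of 0.05 (adjusted p = 0.991 from camera). Of the 10 splits of the mice, 1 gave a camera p of the cardiac list as low, the real one, so that a chance difference between the mice cannot be told apart from the genotype by splits alone. The unadjusted camera p was 4.19e-18 in the real split, and among the others, which keep part of the genotype contrast, it went down to 0.000111. A biological cause was not tested.

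ENSMUSG00000116417.1 was counted in the 3 *Slc39a8*-NSKO mice and in none of the control mice, at least 13.8-fold higher than the limit that a count of 0 allows. The estimated counts of 52.4, 80.3, and 15.1 were not whole, so that reads were divided with another gene. Since the gene is not in the annotation used here, neither its copies nor its position were examined, and a difference of the strain or of the alleles carried with the floxed gene or Cre was not tested. Whether the control samples came from wild-type or floxed mice is not settled by the labels and the paper, so such a difference stays open. No biological explanation was tested.

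*Zxda*, listed as an unprocessed pseudogene on the X chromosome from 94795563 to 94798183, had 0 counts in control mice and 51.3, 10.2, and 30.4 estimated counts in *Slc39a8*-NSKO mice, at least 8.53-fold higher than the limit that a count of 0 allows. It was kept out of the edgeR test by the filter on low counts. With DESeq2 it passed, both without (adjusted p = 0.000111) and with the normal prior (0.0115). The sum of *Zxda* and *Zxdb* had a log2 ratio of 0.16 (exact two-sided permutation test, p = 0.5), which does not decide whether reads were divided differently between these copies, since *Zxda* at 1.55 CPM in *Slc39a8*-NSKO mice is a small part of the sum. *Zxdb* did not fall, with 16.02 ± 1.94 CPM (SD, n = 3) in control and 16.32 ± 1.77 CPM (SD, n = 3) in *Slc39a8*-NSKO mice, but a fall by the amount of *Zxda* would be within this spread. Divided reads therefore stay open. A variant between the X chromosomes of the mice stays open and was not tested.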

How the results depend on the processing

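The edgeR fit gave 16 genes with an adjusted p below 0.05, 12 lower and 4 higher. RLE normalization and counts that were not rounded gave the same numbers, and no scaling beyond library size gave 15, 11, and 4. DESeq2 gave 37 genes, 29 lower and 8 higher, and with a normal prior 35, 28, and 7, and both shared 15 with the edgeR fit. Limma-voom gave 12 genes, 10 lower and 2 higher, all 12 among the 16. Without a filter on low counts there were 178 genes, 112 lower and 66 higher, among 27187 tested, and with at least 10 counts in every mouse there were 11 lower and 0 higher genes among 14952 tested, since that filter removes genes near 0 in one genotype. At a threshold of 0.1 the edgeR fit gave 27 genes, 22 lower and 5 higher. The fits that each left out one mouse gave from 9 to 38 genes, from 7 to 27 lower, and from 2 to 11 higher. The highest numbers were without control mouse 1, and that fit shared 15 genes with the fit of all mice. Of the alternatives chosen after seeing the data, edgeR's newer dispersion method gave 14 genes, offsets for GC content and length 19, and thinned libraries 17. Apart from the filters, the threshold, and the smaller number of mice, the cause of these changes was not tested. The fit without a filter gave far smaller p values in the same test. For *Nr4a2* the adjusted p from edgeR's test was 1.05e-85, against 6.48e-05 with the filter. Whether these p values hold was not tested, so its 178 genes may overstate the number.

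The correlations of the deviations from the group means were 0.142, 0.116, and 0.01 between mice with the same replicate number. Values this low do not show a pairing, but they cannot exclude a shared litter, day, or batch. With the replicate block, 41 genes passed, 32 lower and 9 higher, the 16 among them. The list of other CREB-responsive and immediate-early genes had a median of −0.32 with the block and passed.

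*Slc39a8* had a lower value in *Slc39a8*-NSKO mice under all 18 alternatives and passed under none. Its log2 fold change was −0.13 with DESeq2's normal prior and between −0.98 and −0.56 under the others. *Nr4a1*, *Nr4a2*, *Nr4a3*, *Fos*, *Fosb*, *Fosl2*, *Apold1*, and *Myh6* passed under every alternative that tested them. *Fosb*, *Myh6*, *Actc1*, *Tnnt2*, *Myl2*, *Mb*, and ENSMUSG00000116417.1 had fewer than 10 counts in a mouse and gave no value under that filter, and neither did the list of midbrain and brainstem. *Slc11a2*, with a log2 fold change of −0.0011, was on the other side of 0 with DESeq2 (0.0011), with its normal prior (0.0008), with no scaling (0.0039), with no filter (0.0047), and with thinned libraries (0.0207), and lay between −0.0738 and 0.0409 with each mouse left out, all within its standard error of 0.074. Of the 30 genes that were run under the alternatives, no other reversed. The Y-linked genes and most members of the lists were not among these 30. Among the values of these genes other than *Slc39a8* under the alternatives, 37 were weaker and 33 stronger, and 437 stayed on their side of the threshold.

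Of the 19 lists, 8 passed under camera at the preset correlation, and 3 under fry and 3 under camera with an estimated correlation, namely the CREB-responsive genes of the paper, the other CREB-responsive and immediate-early genes, and cardiac muscle. The cause was not tested. The other CREB-responsive and immediate-early genes passed under every alternative, with a median between −0.36 and −0.25. The median of striatum and cerebral cortex was −0.0248 with at least 10 counts in every mouse, and that of the clock genes in the phase of *Per1* was −0.0128 with offsets for GC content and length. With each mouse left out, medians changed sign for the clock genes in phase (−0.0324 to 0.0148) and in antiphase (−0.0259 to 0.1208), Purkinje cells (−0.0363 to 0.041), granule cells (−0.0365 to 0.0328), proliferating granule cell precursors (−0.0812 to 0.0093), erythroid cells (−0.2232 to 0.3321), skeletal muscle (−0.1084 to 0.2555), and striatum and cerebral cortex (−0.0216 to 0.348). Without control mouse 3 the erythroid list passed with its median of −0.2232 (adjusted p = 0.00924 from camera), and without control mouse 1 with 0.3321 (0.0105), so that it depends on single mice. The cardiac list lost its call with at least 10 counts in every mouse (median 0.11, adjusted p = 0.929 from camera), a filter that removes the genes near 0 in control mice. Among the values of lists, 23 were weaker and 3 stronger.

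The shares of PC1 and PC2 were 38.6% and 24.1%. Log2 CPM gave 29.5% for PC1, and all genes gave 20.4% for PC2. With each mouse left out, PC1 held from 34.8% to 48.1% and PC2 from 25.4% to 32.4%. The cause was not tested beyond the smaller number of mice.

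The depth limits genes with few counts. In the simulated data edgeR recovered 100% of the changed genes above the median expression and 81.5% of all changed genes, and a gene with 0 counts in a group, such as *Myl3* in control mice, gives only a lower bound.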

Differences from the paper's values

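The paper reports 36 genes with an adjusted p below 0.05, and the edgeR fit gave 16. Of the alternatives set before the data were examined, DESeq2 (37), DESeq2 with a normal prior (35), the replicate block (41), the fit without control mouse 1 (38), and the threshold of 0.1 (27) came within 1.5 times the paper's number, and the others did not. The paper's number of genes that were lower is 29, and the edgeR fit gave 12. DESeq2 (29), DESeq2 with a normal prior (28), the replicate block (32), the fit without control mouse 1 (27), and the threshold of 0.1 (22) came within 1.5 times, and the others did not. For genes that were higher, the paper's number is 7 and the edgeR fit gave 4. DESeq2 (8), DESeq2 with a normal prior (7), the replicate block (9), the fits without control mouse 2 (5) and without *Slc39a8*-NSKO mouse 3 (5), and the threshold of 0.1 (5) came within 1.5 times, and the others did not. The methods of the paper name DESeq2.

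The log2 fold changes of Table 1, read by eye, are on another scale than those of the edgeR fit. DESeq2 with a normal prior on the fold changes, an alternative set before the data were examined, matched all 16 values that were read, with a largest difference of 0.0049, and no other alternative reached them except where named. For *Nr4a2*, edgeR gave −1.81 and DESeq2 with the prior −0.85, against the paper's value of about −0.85 in Table 1. *Nr4a1* had −1.49 in the edgeR fit and −0.80 with the prior, and the paper gives about −0.80 in Table 1. The paper's value for *Fosl2* is about −0.57 in Table 1, against −1.36 in edgeR and −0.57 with the prior. For *Apold1*, edgeR gave −1.66 and DESeq2 with the prior −0.44, against the paper's value of about −0.44 in Table 1. *Per1* had −0.59 in the edgeR fit and −0.39 with the prior, and the paper gives about −0.39 in Table 1. The paper's value for *Fosb* is about −0.25 in Table 1, against −2.65 in edgeR and −0.25 with the prior. For *Pde10a*, edgeR gave −0.62 and DESeq2 with the prior −0.38, against the paper's value of about −0.38 in Table 1. *Nr4a3* had −2.08 in the edgeR fit and −0.27 with the prior, and the paper gives about −0.27 in Table 1. The paper's value for *Nxph1* is about −0.37 in Table 1, against −0.92 in edgeR and −0.37 with the prior. For *Sik1*, edgeR gave −0.89 and DESeq2 with the prior −0.37, against the paper's value of about −0.37 in Table 1. *Gm45140* had −1.83 in the edgeR fit and −0.25 with the prior, and the paper gives about −0.25 in Table 1. The paper's value for *Fos* is about −0.24 in Table 1, against −1.91 in edgeR and −0.24 with the prior. For *Slc2a13*, edgeR gave −0.55 and DESeq2 with the prior −0.32, against the paper's value of about −0.32 in Table 1. *Txnip* had −0.67 in the edgeR fit and −0.31 with the prior, and the paper gives about −0.31 in Table 1. The paper's value for *Irf2bp2* is about −0.25 in Table 1, against −0.31 in edgeR and −0.25 with the prior. For *Per1* the fit without control mouse 3 (−0.48) also came within its error of the paper's value, and for *Irf2bp2* so did DESeq2 without the prior (−0.31), the fit with no filter on low counts (−0.31), and the fits without control mouse 2 (−0.30), control mouse 3 (−0.29), and *Slc39a8*-NSKO mouse 2 (−0.29). For *Myh6*, edgeR gave 4.43 and DESeq2 with the prior 0.34, against the paper's value of about 0.34 in Fig. 6D, read by eye.

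The paper lists *Gm45140*, *Irf2bp2*, *Slc2a13*, and *Txnip* among its downregulated genes. In the edgeR fit their adjusted p values were 0.0628, 0.0628, 0.0907, and 0.142. All 4 passed with DESeq2, without and with the normal prior. They also passed with no filter on low counts, a fit whose very small p values were not tested. With the replicate block *Gm45140* (0.00198), *Slc2a13* (0.0242), and *Irf2bp2* (0.038) passed. Without control mouse 1 *Gm45140* (0.00853) and *Irf2bp2* (0.0332) passed, without *Slc39a8*-NSKO mouse 1 *Slc2a13* (0.00527), and without *Slc39a8*-NSKO mouse 3 *Gm45140* (0.0108). Of the alternatives chosen after seeing the values, thinned libraries called *Gm45140* (0.049) and offsets for GC content and length called *Irf2bp2* (0.0279).

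The paper presents Table 1 as the genes with the largest fold changes among those that were lower. Under DESeq2 with a normal prior, 10 of its 15 genes were among the 15 largest falls, and all 15 were the 15 with the lowest p. Under DESeq2 without the prior, 12 of the 15 were among the largest falls and 14 among those with the lowest p.

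The paper describes the replicates of each genotype as clustering together in the principal component plot. The control mice lay on average 5.28 apart in the plane of PC1 and PC2, close to the 5.36 between the genotypes, while the *Slc39a8*-NSKO mice lay 2.60 apart. The scores of the genotypes overlapped on each component taken alone, although a line in the plane parted them. They did not overlap on PC1 with rlog or without control mouse 1, nor on PC2 with all genes kept by the filter, without control mouse 2 or 3, or without *Slc39a8*-NSKO mouse 1.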

Other observations

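The tests of PC1 against thinned libraries were chosen only after the result was seen.

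Of the 10 splits of the 6 mice into groups of 3, 1 gave as many as 16 genes with an adjusted p below 0.05, the real one, and the others gave at most 5. So few splits cannot exclude a chance difference between the mice.

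PC1 of the main principal component analysis followed the library size. With each library thinned to the smallest, Pearson's r between PC1 and the original library size was −0.923 (permutation p = 0.0111) and Spearman's rho was −0.886 (permutation p = 0.0333), while without control mice 2 and 3 r was −0.396. The number of reads sampled is thereby argued against as the source of the relation. RNA quality or another property of the 2 mice with the smallest libraries may underlie it, which was not tested. Both are control mice, so the genotype may contribute as well. *Fos* (0.154), *Nr4a3* (0.139), *Nr4a1* (0.115), and *Nr4a2* (0.107) were among the largest loadings on PC1, although most of the largest were of genes not past the threshold. No biological explanation was tested.

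The 7 CREB-responsive genes that the paper names had a median log2 fold change of −1.81 (adjusted p = 1.12e-120 from camera, 7 of 7 lower), which is not independent evidence, since the study chose them on these mice. All 7 passed over all genes tested and when adjusted over the list alone. The clock genes in the phase of *Per1* had a median of 0.002 (adjusted p = 0.408 from camera, 4 of 9 lower), and those in antiphase 0.10 (0.87, 1 of 5 lower). That 1 was *Nfil3*, with a log2 fold change of −0.50, which is also on the list of immediate-early genes and was the 1 member that passed when adjusted over its list alone.

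The markers of most cell types differed little between the genotypes. The median log2 fold change was 0.02 for Purkinje cells (adjusted p = 0.399 from camera), 0.01 for granule cells (0.408), −0.06 for proliferating granule cell precursors (0.643), and 0.04 for molecular layer interneurons (0.87), whose lowest member was *Nxph1*. It was −0.07 for endothelial cells (0.343), 0.07 for erythroid cells (0.419), 0.21 for striatum and cerebral cortex (0.408), and −0.32 for midbrain and brainstem (0.408, 2 members tested). Bergmann glia and astrocytes had a median of 0.07 (0.000263, 9 of 12 higher), oligodendrocytes −0.07 (0.00589, 12 of 12 lower), and microglia 0.09 (0.0155, 10 of 12 higher). These 3 lists passed at camera's preset correlation and not under fry (0.319, 0.703, and 0.458). The Bergmann glia and astrocyte list moved to 0.05 without control mouse 2 and to 0.12 without control mouse 3. The oligodendrocyte list moved to −0.11 without control mouse 2 and to −0.14 without *Slc39a8*-NSKO mouse 3, and it lost its call without control mouse 3 (median −0.03, adjusted p = 0.277 from camera), *Slc39a8*-NSKO mouse 1 (−0.02, 0.236), or *Slc39a8*-NSKO mouse 2 (−0.03, 0.222). Without control mouse 2 or *Slc39a8*-NSKO mouse 2, the microglia list had medians of 0.07 (0.263) and 0.06 (0.0548), and without control mouse 1 it had 0.17. The endothelial list passed without control mouse 3 (−0.10, 0.0151) and without *Slc39a8*-NSKO mouse 2 (−0.10, 0.0472). Its median moved to −0.02 without control mouse 1 (0.908) and to −0.03 without control mouse 2 (0.393). The median of midbrain and brainstem lay between −0.46 without *Slc39a8*-NSKO mouse 1 and −0.11 without control mouse 1. From stained sections, the paper reports fewer Purkinje cells and fewer BrdU-positive cells in younger *Slc39a8*-NSKO mice. Medians of RNA from the cerebellum at the later age sampled here do not test those cell counts. Of the 13 genes listed for proliferating precursors, 9 were tested. *Atoh1* had 0 counts in every mouse and *Mki67* between 9 and 15, so that list cannot decide on a loss of precursors.

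Of the metal ion transporters, none passed the threshold in this experiment. The log2 fold change was 0.09 (standard error 0.079) for *Slc39a14*, −0.11 (standard error 0.125) for *Slc30a10*, and −0.33 (standard error 0.142, adjusted p = 0.908 from edgeR's test) for *Slc40a1*, for which the genotypes did not overlap (exact two-sided permutation test, p = 0.1). With each mouse left out in turn, *Slc39a14* ranged from 0.01 to 0.14 and *Slc30a10* from −0.20 to −0.04. *Slc11a2* was level, at 47.5 ± 2.38 CPM (SD, n = 3) in control and 47.5 ± 4.09 CPM (SD, n = 3) in *Slc39a8*-NSKO mice. The unadjusted p was below 0.05 for *Slc40a1* alone (0.0374).

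The qPCR values in the paper's supplement are 6 for each genotype, from RNA samples that the paper calls independent, while the legend of Figure 6 gives 3 samples per group. There, the paper's mean in *Slc39a8*-NSKO mice relative to control was 0.69 for *Nr4a2*, 0.796 for *Nr4a3*, 0.474 for *Apold1*, 0.617 for *Per1*, 0.547 for *Fosb*, and 2.01 for *Myh6*. Exact two-sided permutation tests of these paper's values gave p = 0.026, 0.0931, 0.00433, 0.00216, 0.00866, and 0.00433, and adjusted values over the 6 genes of 0.0312, 0.0931, 0.00866, 0.00866, 0.013, and 0.00866. These tests treat the 6 values as separate mice, and if they were repeats of 3 samples the p values would be too small. The ratio of mean CPM in the RNA-Seq was 0.284, 0.235, 0.318, 0.662, 0.159, and 20.1 for the same genes. The direction was the same for all 6. For *Myh6* the paper's qPCR values lay between 1.21 and 3.15 in *Slc39a8*-NSKO mice, with an SD of 0.745.

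*Gm2004* was counted in the control mice only, with 15.1, 15.8, and 5.53 estimated counts, and was at least 4.79-fold lower in *Slc39a8*-NSKO mice. It was kept out of the edgeR test by the filter and passed in DESeq2 (adjusted p = 0.00736). *Tmem254c* had 17.8, 19.2, and 90.4 estimated counts in control and 0, 2.7, and 0 in *Slc39a8*-NSKO mice, while the sum over the 3 genes of its family had a log2 ratio of −0.31 (exact two-sided permutation test, p = 0.4).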
